# IL-2 and IL-15 drive intrathymic development of distinct periphery-seeding CD4^+^Foxp3^+^ regulatory T lymphocytes

**DOI:** 10.3389/fimmu.2022.965303

**Published:** 2022-09-08

**Authors:** Cécile Apert, Ariel O. Galindo-Albarrán, Sarah Castan, Claire Detraves, Héloise Michaud, Nicola McJannett, Bart Haegeman, Simon Fillatreau, Bernard Malissen, Georg Holländer, Saulius Žuklys, Jérémy C. Santamaria, Olivier P. Joffre, Paola Romagnoli, Joost P. M. van Meerwijk

**Keywords:** thymus, T lymphocyte, regulatory T cell (T reg), immunopathology, cytokines

## Abstract

Development of Foxp3-expressing regulatory T-lymphocytes (Treg) in the thymus is controlled by signals delivered in T-cell precursors *via* the TCR, co-stimulatory receptors, and cytokine receptors. In absence of IL-2, IL-15 or their receptors, fewer Treg apparently develop in the thymus. However, it was recently shown that a substantial part of thymic Treg are cells that had recirculated from the periphery back to the thymus, troubling interpretation of these results. We therefore reassessed the involvement of IL-2 and IL-15 in the development of Treg, taking into account Treg-recirculation. At the age of three weeks, when in wt and IL-15-deficient (but not in IL-2-deficient) mice substantial amounts of recirculating Treg are present in the thymus, we found similarly reduced proportions of newly developed Treg in absence of IL-2 or IL-15, and in absence of both cytokines even less Treg developed. In neonates, when practically no recirculating Treg were found in the thymus, the absence of IL-2 led to substantially more reduced Treg-development than deficiency in IL-15. IL-2 but not IL-15 modulated the CD25, GITR, OX40, and CD73-phenotypes of the thymus-egress-competent and periphery-seeding Treg-population. Interestingly, IL-2 and IL-15 also modulated the TCR-repertoire expressed by developing Treg. Upon transfer into Treg-less *Foxp3^sf^* mice, newly developed Treg from IL-2- (and to a much lesser extent IL-15-) deficient mice suppressed immunopathology less efficiently than wt Treg. Taken together, our results firmly establish important non-redundant quantitative and qualitative roles for IL-2 and, to a lesser extent, IL-15 in intrathymic Treg-development.

## Introduction

Regulatory T lymphocytes expressing the forkhead/winged helix transcription factor Foxp3 (Treg) play a central role in the control of innate and adaptive immune responses (1). This is best illustrated by the observation that the absence of Treg in individuals and animals carrying mutations in the gene encoding Foxp3 leads to a rapidly lethal inflammatory autoimmune syndrome (2, 3). The thymus is the major organ where Treg development occurs, even if Treg can also differentiate from conventional T cells (Tconv) in the periphery (4). In the thymus, development of T cell precursors into either Treg or Tconv is governed by several parameters including signals transmitted by the TCR, co-stimulatory receptors, and cytokine receptors. Thus, it was shown that high affinity interactions between the precursor’s TCR and MHC/peptide complexes expressed by thymic stromal cells are required for Treg development (5–7), which results in a Treg population enriched in autospecific cells (as compared to the Tconv-population) (8, 9). Several co-stimulatory molecules are selectively implicated in the development of Treg, including CD28, LFA-1, and CD27 (10–13). Finally, also cytokines appear important for Treg development (14).

Previous reports indicated roles for the cytokines IL-2 and IL-15 in the intrathymic development of Treg (15–23). Mice deficient in IL-2, IL-15, the IL-2-receptor α chain CD25, the β chain shared between the receptors for IL-2 and IL-15 (CD122), or the “common” cytokine-receptor γ chain (γ_c_, CD132), all have reduced proportions of Treg in the thymus. *In vitro*, these cytokines drive differentiation of CD25^+^Foxp3^−^ Treg precursors to fully mature Treg (21). IL-2 was reported to prevent apoptotic cell death of autospecific Treg-precursors and appears to induce Foxp3-expression (22, 24). IL-15 was shown to be involved in the development of CD25^−^Foxp3^+^ (but not CD25^+^Foxp3^−^) Treg precursors (19). Similar mechanisms apparently also operate in the human thymus (25, 26). However, in at least one report unaltered numbers of TCR-transgenic Treg developed in absence of IL-2 (27). Moreover, a large fraction of thymic Treg are cells that had recirculated from the periphery back to the thymus (28). Since IL-2 is required for peripheral survival of Treg (29), this recirculation-process would be expected to be strongly reduced in mice deficient in IL-2, which would, at least in part, explain reduced Treg levels in mice carrying a null-mutation of the *Il2* locus (*Il2°*). Therefore, the roles of IL-2 and IL-15 in development of Treg remain unclear.

In the thymus, IL-2 and IL-15 appear to be produced by stromal cell-types involved in selection of the TCR-repertoire expressed by Treg, including dendritic cells (DC) and medullary epithelial cells (mTEC), as well as by T lymphocytes, but this issue remains controversial (19, 30–34). Through trans-presentation by their respective high affinity receptor α-chains, IL-2 and IL-15 can have very local effects (19, 31, 35). Distinct thymic stromal cell-types have distinct phenotypes and thus apparently convey distinct signals to developing T cells (36). It is therefore conceivable that Treg developing in an IL-2 vs. IL-15-dependent manner are phenotypically and/or functionally distinct.

Mice deficient in IL-2 or its receptor develop a severe and rapidly lethal autoimmune pathology (37–40), which is at least in large part due to the requirement of this cytokine for peripheral survival and function of Treg (29). Also mice deficient in IL-15 or its trans-presenting receptor α-chain develop symptoms of autoimmune-disease, though much later and much less severely. Defects in thymic negative selection of autospecific precursors of CD4^+^ T cells may be involved in the development of these symptoms (32). It remains to be investigated if IL-2 and IL-15 modulate the selection of the TCR-repertoire expressed by Treg developing in the thymus and/or their functional potential, both of which may be involved in the development of symptoms of autoimmune-pathology.

We reassessed the involvement of IL-2 and IL-15 in Treg-development using mice in which we could distinguish newly developed from recirculating Treg. Thus, we firmly confirm that in IL-2- and, to a lesser extent, in IL-15-deficient mice substantially less Treg develop in the thymus. Our data also reveal that these cytokines drive development of thymus-egress and periphery-seeding competent Treg that are phenotypically distinct and that express partly distinct TCR-repertoires. Upon adoptive transfer into new-born Treg-deficient mice, thymus-exit-competent Treg that had developed in IL-2-deficient mice protected less efficiently from immune-pathology than Treg from wt or IL-15-deficient mice. Finally, we found that whereas the IL-2 involved in Treg development is non-redundantly produced by T cells and by DC, the IL-15 appears, at least in part, derived from DC. Based on our and previously reported data, we discuss mechanisms potentially involved in our finding that IL-2 and IL-15 apparently drive development of different Tregs.

## Materials and methods

### Mice

*Rag2-Gfp* mice (41, 42) were kindly provided by Drs. A. Liston and P. Fink; *Foxp3-Thy1^a^* mice (43) by Dr. A. Liston; *Il15°* mice (44) by Dr. Y. Tanriver; and CD4-Cre (45) and CD11c-Cre mice (46) by Dr. J.-C. Guéry. Kaa *Tcrb*-transgenic mice (7) and β5t-Cre mice (47) were previously described. *Il2°* (B6.129P2-*Il2^tm1Hor^*/J) mice, *Tcra°* mice, and *Foxp3^sf^* mice were purchased from JAX laboratories, *Il15^fl^* (C57BL/6N-*Il15^tm1c(EUCOMM)Hmgu^*/H) mice (48) from MRC Harwell Institute/Mary Lyon Centre, Oxfordshire, UK. *Il2^fl^* mice were generated as described in the **Supplementary Materials** and Methods section. All animals were on a C57BL/6 genetic background.

Rare sick animals, identified based on abnormally high proportions of CD4SP cells (>10% of total thymocytes), were excluded from analysis. *Il2^fl^* or *Il15^fl^* mice with germline recombination (as determined by PCR on tail biopsies) were excluded from analysis. Because mice were analysed before sexual maturity, we have not observed any differences between male and female mice, and all data are pools of both sexes.

### Generation of *Il2^flox^* knock-in mice

The mouse *Il2* gene (ENSMUSG00000027720) was edited using a double-stranded homology-directed repair (HDR) template (targeting vector) with 3.5 and 3.3 kb-long 5’ and 3’ homology arms, respectively. It included a first loxP site located 173 bp upstream of exon 3, a second loxP site located 150 bp downstream of exon 3, and a frt-neo^r^-frt cassette. The final targeting vector was abutted to a cassette coding for the diphtheria toxin fragment A (49). JM8.F6 C57BL/6N ES cells (50) were electroporated with 20 mg of targeting vector. After selection in G418, ES cell clones were screened for proper homologous recombination by Southern blot and PCR analysis. A neomycin specific probe was used to ensure that adventitious non-homologous recombination events had not occurred in the selected ES clones. Mutant ES cells were injected into BalbC/N blastocysts. Following germline transmission, excision of the frt-neo^r^-frt cassette was achieved through genetic cross with transgenic mice expressing a FLP recombinase under the control of the actin promoter (51). A pair of primers (sense 5’-GCCACAGAATTGAAAGATCTTC-3’ and antisense 5’-TCTTGTGGAATTCTACTCCG-3’) amplified a 418 bp-long band in the case of the wild-type *Il2* allele and a 500 bp-long band in the case of the mutant LoxP-flanked *Il2* ^flox^ allele.

The resulting *Il2* ^flox^ knock-in mice (official name B6-*Il2^Tm1Ciphe^* mice**)** have been established on a C57BL/6N background. When bred to mice that express tissue-specific Cre recombinase, the resulting offspring will have exon 3 removed in Cre-expressing cells, preventing them to produce IL-2. Germline-recombination was tested by tail DNA genotyping using 5’-AGATTGGAACAATAGTCTGAACTTGTGCT-3’, 5’-TTGCAGGTGATGGTAGGTGGAAAT-3’, and 5’-TCAAATCCAGAACATGCCGCA-3’ primers, allowing to detect 633bp, 755bp, and 245bp bands corresponding to wt, *Il2* ^flox^ and recombined *Il2* ^flox^ alleles, respectively. Requests for *Il2* ^flox^ mice should be addressed to BM.

### Flow cytometry

Sample preparation and staining were performed using standard procedures. S1P1 staining was performed on ice as follows: after blocking non-specific labelling with mouse IgG (100μg/ml), cells were stained with unlabelled anti-S1P1 (50μg/ml, 90’), then stained with donkey-anti-rat IgG-biotin (1/100 diluted) in presence of mouse IgG (100 μg/ml, 30’), then blocked with rat anti-mouse FcγR antibody 2.4G2 (10 μg/ml, 15’) and then incubated with streptavidin-PE (30’). Finally, staining with antibodies to indicated surface markers was performed in presence of 2.4G2 (10 μg/ml, 30’). Antibodies are listed in **Table S1A**. For MOG (35–55)/I-A^b^ tetramer (NIH tetramer facility) staining, after organ digestion, cells were washed, resuspended in RPMI medium, and incubated 15min on ice with an Fc block mix (2.4G2 at 10μg/ml; mouse and rat IgG at 25μg/ml) and 100nM dasatinib (Sigma-Aldrich). 6x10^6^ cells were then incubated for 2 hours at 25°C with 1.5 μl tetramer in 100 μl RPMI medium. Labelled cells were acquired using an LSRII or a Fortessa flow cytometer (BD Biosciences, San Jose, CA) and the data analysed using FlowJo software (Tree Star, Ashland, OR). Doublets and dead cells were excluded from the analysis by using appropriate FSC/SSC gates.

### Generation of TCRseq libraries

CD4^+^CD8^−^Thy1.1^+^GFP^+^ thymic Treg (105) were FACS sorted from individual three-week-old wt (n=4), *Il2*° (n=4), or *Il15*° (n=4) *Rag2-Gfp Foxp3-Thy1a Tcra^+/o^* Kaa TCRβ-transgenic B6 mice. RNA was extracted by Nucleospin RNA XS (Macherey-Nagel) according to the manufacturer´s instructions, and was quality controlled (RIN > 8) using Agilent 2100 BioAnalyzer (Agilent technology). cDNA synthesis and library preparation were performed as previously described (52), and was adjusted to our different conditions. In brief, cDNA synthesis was performed in a thermocycler using 1 μM of reverse transcription oligonucleotides mixture corresponding to the TCRα constant region (**Table S1B**: TRAC_RT_1-9), a DNA-RNA hybrid template-switch oligonucleotide with 12 random nucleotides serving as unique molecular identifier (UMI) to tag individual mRNA molecules (**Table S1B**: UNIV5_TSv2), 5 U/μl of SMART Scribe reverse transcriptase (Clontech), 2 U/μl of Recombinant RNase inhibitor (Clontech), 0.5 mM of each dNTP, Ultra low fast first strand buffer, 5mM of DTT, 1M of Betaine, 6 mM of MgCl_2_, incubated during 45’ at 42°C, 10’ at 70°C. After removal of hybrid oligonucleotide with 1U of Uracil-DNA Glycosylase (Biolabs) incubated during 40’ at 37°C, the cDNA was purified using Agenecourt AMPure XP beads (Beckman Coulter) according to the manufacturer´s instructions. The first PCR reaction was performed with 0.2 μM of the oligonucleotides UNIV5_P12v2 and TRAC3_P1v2 (**Table S1B**), in the PCR-mix-solution (manufacturer’s buffer with 1.5 mM MgSO_4_, 0.2 mM of each dNTP, and 0.02 U/μL Hot Start DNA Polymerase (Millipore)), with the parameters 2’ at 95°C; 10 cycles of 20” at 95°C, 15” at 59°C, 45” at 70°C; and a final incubation of 3.5’ at 70°C. The amplicons were then purified using Agenecourt AMPure XP beads. The second, semi-nested PCR was done using 2’ at 95°C followed by 20 cycles of 20” at 95°C, 15” at 59°C, 45” at 70°C; and a final incubation of 3.5’ at 70°C with UNIV5_P12v2 and TRAC3_P2v2 (**Table S1B**). In the third PCR a 3’ index, P5 and P7 Illumina sequences, and read1, read2, and index sequencing sequences were added. It was performed using UNIV5_P3v2 and TRAC3_P3v2-index (**Table S1B**), as follows: 2’ at 95°C, 1 cycle of 20” at 95°C, 15” at 59°C, 45” at 70°C; 5 cycles of 20” at 95°C, 15” at 75°C, 45” at 70°C; and a final incubation of 3.5’ at 70°C. For the fourth amplification PCR, primers UNIV5_P4v2 and UNIV3_P4v2 (**Table S1B**) and thermocycler parameters 2’ at 95°C, 5 cycles of 20” at 95°C, 15” at 60°C, 45” at 70°C; and a final incubation of 3.5’ at 70°C, were used. The quality of each library was checked by using Agilent 2100 BioAnalyzer with a 640pb mean peak size. The samples were indexed and sequenced with 300pb paired end on Illumina MiSeq sequencer (Illumina).

### Processing of TCRseq data

Initially, reads were processed with the toolkit pRESTO (53) as follows. Using FilterSeq, reads with a quality higher than 20 were selected. Using MaskPrimers and PairSeq algorithms, the sequences corresponding to the *Tcra* constant region (AGCAGGTTCTGGGTTCTGGA) and indicating location of the UMI (CTTGGGGG) were searched for and indexed to the head of the paired reads. Using BuildConsensus, consensus-sequences of the reads with the same UMI were constructed. Next, the forward and reverse reads were aligned to assemble the *Tcra* sequences (AssemblePairs) and the UMI groups containing at least two reads were selected. The sequenced fragments from each selected UMI were aligned to the *Tcra* genomic region using the toolkit MiXCR (54), with the tools “align” and “assemble”. The aligned fragments were exported as data tables “clonotype-tables” using the tool “exportClones”. Using VDJtools (55) these clonotype-tables were then processed to graph with customized scripts in R. For all graphics described below, the “clonotypes” were selected according to their differences in the amino-acid sequences of the V segments, CDR3, and J segments. The Chao1 and Shannon-Wiener diversity-measures of the total *Tcra* repertoires were calculated using the command CalcDiversityStats from VDJtools. The Morisita-Horn similarity measure of clonotypes represented at ≥ 5 UMIs in individual samples was determined using the R package “divo”. “Public repertoires” were defined as the clonotypes present in all four replicates for each condition. Custom scripts used are available at https://github.com/arielgalindoalbarran/IL2_IL15_Tregdependents.

### *In vivo* Treg-assays

New-born (*Foxp3^sf^Rag2° x Foxp3^sf^Tcra°*)F1 mice were i.v. injected into the temporal vein (56) with 4x10^5^ GFP^+^CD4^+^CD8^−^Thy1.1^+^ Treg cells FACS-sorted from *Rag2-Gfp Foxp3-Thy1^a^* thymi. At three weeks of age, mice were euthanized, macroscopically analysed, and blood and organs collected for analysis.

### Determination of antibody titres and of autoantibodies

Serum antibody titres were determined using LegendPlex (BioLegend), according to the manufacturer’s instructions. For tissue-immunoblots, organs/tissues were harvested from RAG2-deficient B6 mice, rinsed in PBS, and lysed with a Dounce homogenizer in RIPA buffer containing a protease inhibitor cocktail. The crude tissue extracts were centrifuged (10^4^G, 12 min) and the soluble protein extracts were aliquoted and stored at -80°C. The protein concentration was determined using standard Bradford Protein Assay. 35 μg of total soluble protein-extract was run on SDS-PAGE, then blotted on a nitrocellulose membrane. Membranes were incubated in Odyssey blocking buffer (Li-Cor) for 30’ at RT, then incubated o/n at 4°C with 800-fold-diluted sera from *scurfy* mice injected or not with Treg. Bound immunoglobulin was detected using IRDye^®^ 800CW-labeled Goat-anti-Mouse IgG(1/2a/2b/3)(LiCor, 1h at RT). This antibody also reacts with Igκ and IgΛ. Fluorescence was visualized and quantified using the Odyssey Classic Imaging System and ImageStudio software (Li-Cor).

## Data and materials availability

The TCRseq data reported in this study are available from Gene Expression Omnibus with accession code GSE153484. Mice are available upon request.

## Statistical analysis

The statistical significance of differences between groups of data was analysed using the two-tailed Mann-Whitney test or the Wilcoxon matched pairs signed rank test, as indicated.

## Results

### IL-2 and IL-15 play major non-redundant quantitative roles in intrathymic Treg development

We and others recently showed that a substantial proportion of the thymic Treg-pool is composed of cells that had recirculated from the periphery back to the thymus (28, 57–60). Thus, in young B6 adults, typically analysed in reports, 40 to 80% of thymic Treg are recirculating cells (28). This issue was not taken into account in the studies demonstrating reduced numbers of Treg in the thymus of mice deficient for IL-2, IL-15, or their receptors, and may dramatically impinge on interpretation of results. We therefore first reassessed the respective roles of IL-2 and IL-15 in intrathymic differentiation of Treg strictly focusing on newly developed Treg. To do so, we used mutant mice expressing green-fluorescent-protein (GFP) under control of the *Rag2* promoter and the allelic cell-surface marker Thy1.1 under control of the *Foxp3* promoter (*Rag2-Gfp Foxp3-Thy1^a^*). In the thymi of such mice, GFP^+^Thy1.1^+^ and GFP^−^Thy1.1^+^ cells are newly developed and recirculating/thymus-resident Treg, respectively (28). Initial analyses were conducted on thymi of three-week-old mice to avoid any potential confounding effects due to the thymic involution resulting from the immune-pathology developing later-on in IL-2-deficient mice. Importantly, Treg developing early in life play a central role in the prevention of lethal immunopathology (61), validating this choice. We compared IL-2- and/or IL-15-deficient (*Il2° and Il15°*, respectively), *Rag2-Gfp Foxp3-Thy1a* mice with *Il2^wt/wt^* or *Il15^wt/wt^* (“wt”) littermates. The absolute numbers of total thymocytes recovered from wt, *Il2°*, and *Il15°* mice were similar (**Figure S1A**). We determined the percentages of Foxp3^+^ Treg among newly developed (GFP^+^) CD4^+^CD8^−^TCR^high^ (CD4SP) thymocytes (**Figures S1B**, **1A**) and thus observed that in the absence of IL-2 substantially (39 ± 14%) less Foxp3^+^ Treg developed in the thymus (**Figure 1B**). Remarkably, a similar analysis revealed that, as compared to wt littermates, also in *Il15°* mice substantially (25 ± 12%) less Treg newly developed. Mice lacking both IL-2 and IL-15 (*Il2°Il15°* mice) displayed the strongest decrease in newly developed Treg among CD4SP cells (reduction of 74 ± 11%). These effects were specific to Treg as the development of CD4SP Tconv was not much affected (**Figure S1C**). Further analysis of the absolute numbers of newly developed Treg in the thymi of wt and mutant mice confirmed that IL-2 and IL-15 play quantitatively non-redundant roles in intrathymic Treg development (**Figure S1D**).

**Figure 1:**
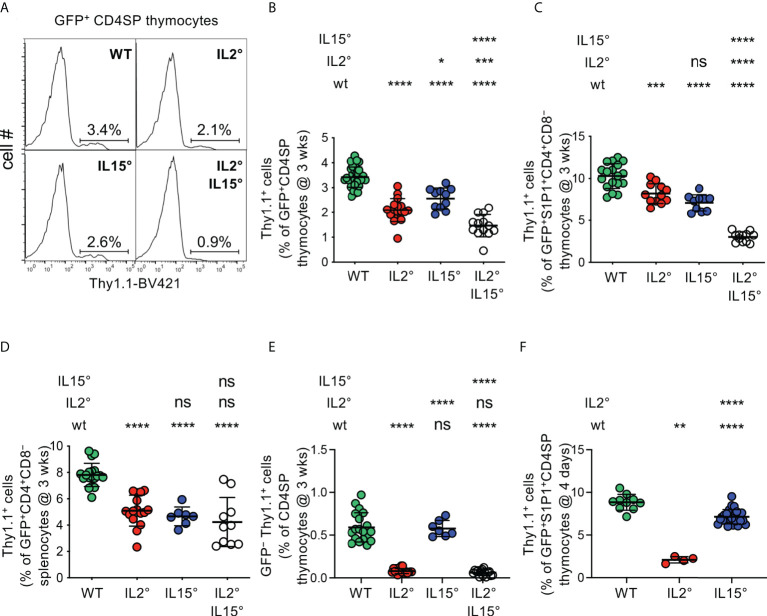
*IL-2 and IL-15 quantitatively regulate intrathymic Treg-development.* Thymocytes from **(A–E)** three-week-old or **(F)** four-day-old *Rag-Gfp Foxp3-Thy1^a^* mutant, *Il2°* and/or *Il15°* mice, and *Il2^wt/wt^* and *Il15^wt/wt^* littermates (for absolute numbers see **Figure S1A**), were stained with fluorescent antibodies against indicated markers and analysed by flow cytometry. **(A)** Representative histograms of Thy1.1 expression (indicating Foxp3-expression) on GFP^+^ (*i.e.* newly developed) CD4^+^CD8^−^TCR^high^ (CD4SP) thymocytes (gated as in **Figure S1B**). Indicated gates were used for the quantification of Thy1.1^+^ Treg. **(B)** Percentages of Treg among GFP^+^ CD4SP thymocytes from indicated mice (n=31, 17, 11, and 13 wt, *Il2°, Il15°*, and *Il2°Il15°* mice, respectively). **(C)** Percentages of Treg among GFP^+^ S1P1^+^ CD4^+^CD8^−^ thymocytes (n=18, 12, 10, and 12 mice). For S1P1 gates see **Figure S1E**. **(D)** Percentages of Treg among RTE in the spleen (n=19, 16, 7, 10 mice). For RTE gates see **Figure S1F**. **(E)** Percentages of GFP^−^ (recirculating) Treg among CD4SP thymocytes (n=19, 17, 7, and 15 mice). For recirculating Treg-gates see **Figure S1G**. **(F)** Percentages of Treg among GFP^+^ S1P1^+^ CD4SP thymocytes from four-day-old mice (n=10, 4, and 25 mice) For absolute numbers see **Figure S1H**. Dots indicate individual mice. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Mann-Whitney test). Bars indicate mean values ± SD.

Negative selection through induction of apoptosis can happen up to late stages of T cell development (62). To assess the involvement of IL-2 and IL-15 in Treg development up to late stages of this process, we therefore first quantified developing Treg expressing the sphingosine 1-phosphate receptor (S1P1), sufficient for thymic egress of T lymphocytes (63). As expected, a large proportion of Treg expressed S1P1 (**Figure S1E**). Analyses of thymocytes from wt and cytokine-mutant mice revealed substantially lower levels of Treg among newly developed GFP^+^S1P1^+^CD4^+^CD8^−^ thymocytes in *Il2°* and in *Il15°* mice, as compared to wt littermates (reductions of 20 ± 11% and 31 ± 9%, respectively), with a defect that was most pronounced in *Il2°Il15°* mice (reduction of 70 ± 6%, **Figure 1C**). To assess involvement of IL-2 and IL-15 up to the very last stage of intrathymic Treg development, we also assessed the influx of recent thymic emigrants (RTE) Treg into the spleen of the various mutant mice. In *Rag2-Gfp* transgenic mice, these cells can be identified by their remaining low but detectable levels of GFP (**Figure S1F**). We found substantially less Foxp3^+^ Treg among CD4^+^ RTE in spleens of *Il2°*, *Il15°*, and *Il2°Il15°* mice than in wt controls (**Figure 1D**). Taken together, these data indicate that IL-2 and IL-15 non-redundantly and to similar extents control the thymic production of Treg that egress into the periphery.

These data suggest that IL-2 and IL-15 play quantitatively similar roles in Treg development in the thymus. However, we previously showed that Treg recirculating from the periphery inhibit *de novo* development of Treg (28). Since IL-2 plays a crucial role in the survival of Treg in the periphery (29), it would be expected that in *Il2°* mice much less recirculating Treg recirculate to the thymus. We indeed found much less recirculating Treg in thymi of *Il2°* and of *Il2°Il15°* (but not of *Il15°*) mice as compared to wt animals (reduction of 87 ± 5% and 90 ± 6%, respectively, **Figures 1E**, **S1G**). To assess the implication of IL-2 and IL-15 in Treg-development independently of their effect on recirculation of peripheral Treg to the thymus, we quantified Treg in four-day-old mice, in which the thymus only just started to produce Treg and inhibition of Treg development by recirculating cells is minimal (28). Given the consistent results we obtained when analysing Treg-proportions among GFP^+^CD4SP and among GFP^+^ S1P1^+^ CD4^+^CD8^−^ thymocytes in three-week-old mice (*cf*. **Figures 1B, C**), and the observation that Treg only start to leave the thymus at four days of age and are therefore quite rare in the spleen (64), we limited these analyses to GFP^+^ S1P1^+^ CD4SP thymus egress-competent cells. We found substantially (76 ± 4%) less Treg among GFP^+^ S1P1^+^ CD4SP thymocytes in *Il2°* as compared to wt mice (**Figure 1F**). Absence of IL-15 led to a more modest (19 ± 10%) reduction in Treg-development. Analysis of absolute numbers of S1P1^+^ Treg newly developed in four-day-old mice confirmed the major role for IL-2 in Treg-development (**Figure S1H**).

Taken together, our data unequivocally demonstrate that IL-15 and, more prominently, IL-2 play substantial and non-redundant quantitative roles in intrathymic Treg development, which directly impacts the influx of newly developed Treg into peripheral secondary lymphoid organs.

### IL-2 and IL-15 differentially drive development of thymus-exit-competent and periphery-seeding CD25^+^ and CD25^−^ Treg subsets.

The peripheral Treg pool consists of cells expressing or not the IL-2Rα-chain CD25, and CD25^+^ vs. CD25^−^ Treg have distinct properties (65). The observation that IL-2 and IL-15 quantitatively controlled intrathymic Treg development in a non-redundant manner led us therefore to assess expression of CD25 by newly developed Treg.

In *Il2°* and *Il2°Il15°* mice, we found an almost complete lack of newly developed CD25^high^ Treg, while a deficiency in IL-15 did not have a statistically significant impact on the development of this population (**Figure S2A**). Consistently, we found strongly reduced proportions of CD25^high^ cells among newly developed S1P1-expressing Treg in the thymus of *Il2°* and *Il2°Il15°* mice (reductions of 92 ± 9% and 100 ± 0%, respectively) but unaltered percentages in *Il15°* mice (**Figures 2A, B**). Whereas *Il2°* and *Il2°Il15°* mice also displayed a nearly complete (93 ± 5% and 97 ± 6%, respectively) loss of CD25^high^ RTE Treg in the spleen, in *Il15°* mice, we found a smaller decrease of this population (28 ± 9%, **Figure 2C**). We obtained similar results in thymi of four-day-old mice, indicating that they are due to absence of IL-2 or IL-15 and not to differences in accumulation of Treg that had recirculated back from the periphery (**Figure 2D**).

**Figure 2:**
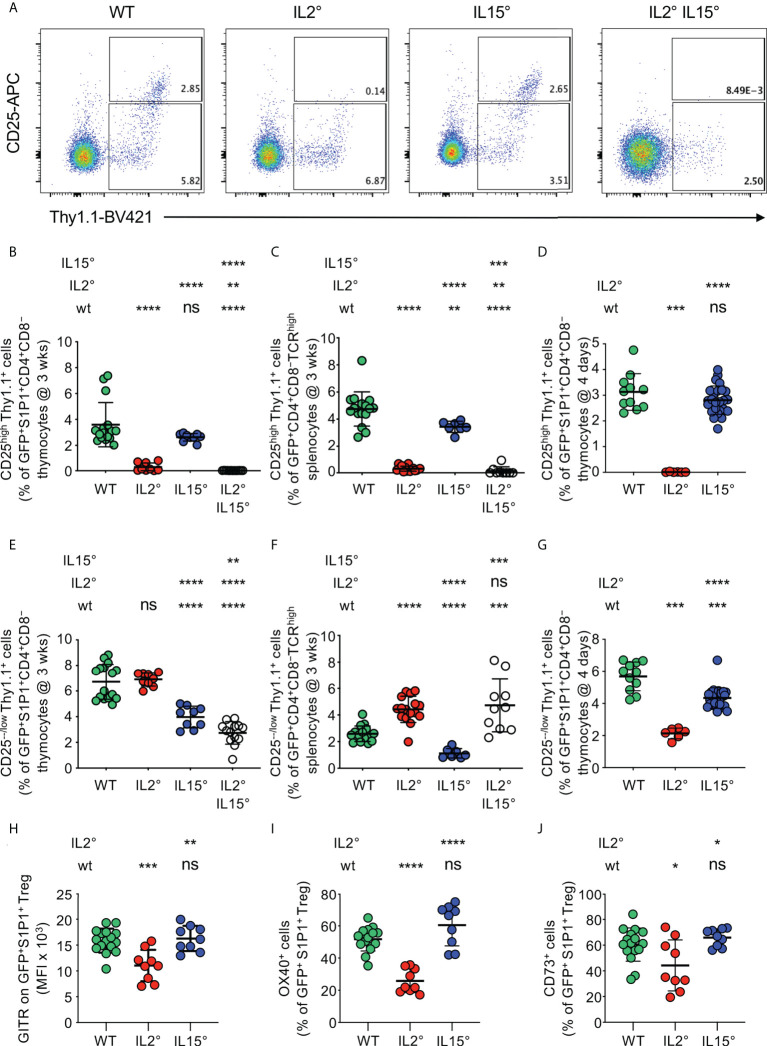
*IL-2 and IL-15 differentially affect the phenotype of thymus exit-competent Treg.* Thymocytes from *Rag-Gfp Foxp3-Thy1^a^* mutant, *Il2°* and/or *Il15°* mice, and *Il2^wt/wt^* and *Il15^wt/wt^* littermates, were stained with fluorescent antibodies against the indicated markers and analysed by flow cytometry. **(A)** Foxp3 vs. CD25 expression by GFP^+^ S1P1^+^ CD4^+^CD8^−^ thymocytes from indicated mice. Depicted gates were used to quantify CD25^−/low^ and CD25^high^ Treg. Percentages of **(B–D)** CD25^high^ or **(E–G)** CD25^−/low^ Treg among **(B, E)** newly developed S1P1^+^ CD4^+^CD8^−^ thymocytes (n=16, 9, 9, and 13 wt, *Il2°, Il15°*, and *Il2°Il15°* mice, respectively) and **(C, F)** CD4^+^CD8^−^TCR^high^ RTE in the spleen from three-week-old animals (n=16, 16, 7, and 9 mice), and **(D, G)** newly developed S1P1^+^ CD4^+^CD8^−^ thymocytes from four-day-old animals (n=11, 6, and 25 mice). **(H–J)** Expression (MFI, % positive cells, as indicated) of indicated markers on GFP^+^S1P1^+^CD69^low^ CD4^+^CD8^−^ thymic Treg from indicated mice (n=16, 9, and 9 mice). Typical cytometry-plots are shown in **Figure S3**. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values ± SD.

The total absence of newly-developed CD25^high^ Treg in the thymus of *Il2°* mice suggested that development of CD25^−/low^ Treg might be much less affected by the deficiency in IL-2. Importantly, in wt animals, thymus-exit-competent S1P1^+^CD25^−/low^ Treg were even more abundant than S1P1^+^CD25^high^ Treg (**Figure S2B**) and we obtained similar results for RTE in the spleen (**Figure S2C**). Since S1P1-expression is sufficient for thymus-egress (63), these observations indicate that Foxp3^+^CD25^−/low^ CD4^+^CD8^−^ thymocytes can leave the thymus and are not, or at least not exclusively, precursors for Foxp3^+^CD25^high^ newly developing thymic Treg. As compared to three-week-old wt animals, newly developed CD25^−/low^ Treg were abundant and even somewhat increased in the thymus of *Il2°* mice (**Figure S2D**). We also observed unaltered proportions of exit-competent (S1P1^+^) CD25^−/low^ Treg among CD4^+^CD8^−^ cells in the thymus and increased percentages among RTE in the spleen (**Figures 2E, F**). The increase in CD25^−/low^ Treg in the thymus (**Figure S2D**) and among RTE (**Figure 2F**) in *Il2°* mice may be due to (an expected) failure in CD25-expression and/or absence of recirculating Treg. To study the implication of recirculating Treg, we analysed four-day-old *Il2°* mice. As compared to wt animals, we observed strongly (63 ± 6%) reduced levels of newly developed CD25^−/low^ Treg in the thymus of *Il2°* mice (**Figure 2G**). In absence of IL-15, we consistently found substantial reductions in the proportions of CD25^−/low^ Treg among S1P1^+^ Treg in the thymus (reduction of 41 ± 13%) and among RTE in the spleen (reduction of 57 ± 14%) of three-week-old mice, as well as in the thymi of four-day-old animals (reduction of 24 ± 11%, **Figures 2E, F, G**, **S2D**). In thymi of *Il2°Il15°* mice, we found even more reduced proportions of CD25^−/low^ Treg among exit-competent S1P1^+^ CD4^+^CD8^−^ cells than in *Il15°* mice (54 ± 8% vs. 41 ± 13%), indicating non-redundant roles of IL-2 and IL-15 in the development of these cells (**Figure 2E**).

Combined, these data indicate that IL-2 is strictly required for the development of thymus-exit-competent CD25^high^ Treg and, to a lesser extent, also drives that of CD25^−/low^ Treg. By contrast, IL-15 modestly drives development of CD25^high^ as well as of CD25^−/low^ Treg. Since peripheral CD25^−^ vs. CD25^+^ Treg have distinct *in vivo* functional properties (65)(*cf*. discussion-section), these data suggest that IL-2 and IL-15 drive development of functionally distinct Treg.

### IL-2 but not IL-15 modulates expression of GITR, OX40 and CD73 by the newly developed Treg-population

We then searched for further phenotypic differences of Treg developing in wt, *Il2°* and *Il15°* mice. It was previously reported that GITR is expressed at distinct levels on newly developed Treg-subsets (66) and, among several markers studied, we found that OX40 and CD73 are expressed in a bi-modal manner in wt animals (**Figure S3A**). Moreover, in wt animals, GITR, OX40 and CD73 are expressed at higher levels on CD25^high^ than on CD25^-/low^ Treg (**Figures S3A, B**). As a consequence of reduced development of CD25^high^ Treg in *Il2°* mice, average expression levels of these three markers were lower on Treg from *Il2*° than from wt and *Il15°* animals (**Figures 2H, I, J**, **S3A**). Expression of these cell-surface molecules by Treg developing in *Il15*° mice was similar to that on wt Treg (**Figures 2H, I, J**, **S3A**). Together with the data on CD25, these results indicate that IL-2 (but not IL-15) modulates the phenotype of the Treg population newly developing in the thymus and suggest that it may thus affect the functional potential of these cells.

### The TCR-repertoires expressed by Treg that developed in an IL-2 vs. IL-15-dependent manner are distinct

Very localized activity of the IL-2 vs. IL-15 produced by in part distinct thymic (stromal) cell-populations appears involved in Treg development (19, 31). Different thymic stromal cells present distinct self-peptides and thus select Treg with different specificities (33). We therefore hypothesized that the TCR-repertoires expressed by Treg that developed in an IL-2 vs. IL-15-dependent manner are dissimilar. To address this possibility, we bred *Rag2-Gfp Foxp3-Thy1^a^* mice expressing a transgene encoding the public TCRβ clonotype (“Kaa”) of the MOG-reactive CD4^+^ T cell response during EAE in C57BL/6 mice (7, 67), and that were either *Il2°*, *Il15°*, or wt littermates. We analysed the development of MOG (35–55)/I-A^b^-specific Treg by flow-cytometry. A quite substantial proportion (26 ± 6%) of newly developed Treg stained positive with the MOG (35–55)/I-A^b^-tetramer in Kaa TCRβ-transgenic mice, but not in non-transgenic littermates used as controls (**Figures 3A, B**). We did not observe a significant difference between wt and *Il2°* mice. By contrast, we found 22 ± 8% less MOG (35–55)/I-A^b^-specific cells among newly developed Treg in *Il15°* than in wt mice. We conclude that IL-15 plays a significant quantitative role in the development of MOG (35–55)/I-A^b^ -specific Treg while IL-2 appears not involved. These data therefore show different contributions of IL-2 and IL-15 to the development of Treg specific for a self-antigen.

**Figure 3:**
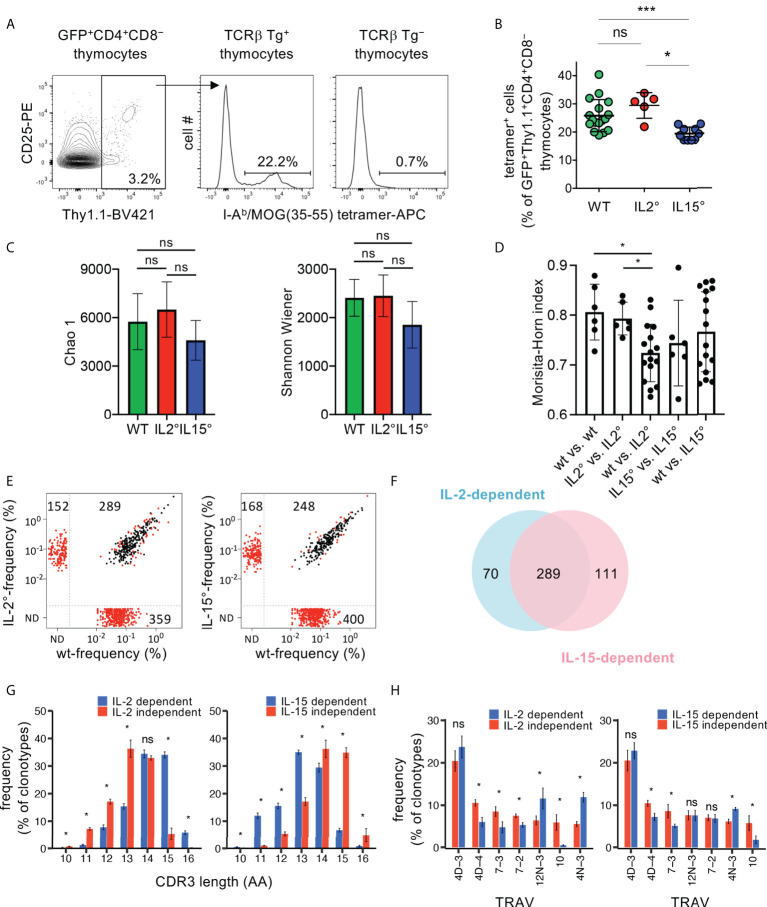
The TCR-repertoires expressed by Treg developing in an IL-2 and IL-15-dependent manner are partially distinct. **(A)** Flow-cytometry analysis of thymocytes from Rag2-Gfp Foxp3-Thy1^a^ Kaa TCRβ-transgenic (Tg^+^) or non-transgenic (Tg^−^) mice. Representative I-A^b^/MOG (35–55) tetramer-stainings on GFP^+^Thy1.1^+^CD4^+^CD8^−^ wt thymocytes (i.e. newly developed Treg) are shown. **(B)** Proportions of tetramer positive cells, gated as in **(A)**, in wt (n=17), Il2° (n=5), and Il15° (n=10) mice. Dots indicate individual mice. **(C–H)** TCRseq analysis of TCRα repertoires expressed by newly developed Treg from Rag2-Gfp Foxp3-Thy1^a^ Tcra^+/^° Kaa TCRβ-transgenic wt (n=4), Il2° (n=4) and Il15° (n=4) mice. **(C)** Chao1 and Shannon-Wiener diversity of the TCR-repertoires. **(D)** Morisita-Horn similarity between all individual samples from indicated mice based on clonotypes with ≥ 5 UMIs. Dots indicate distinct comparisons. **(E)** Frequency of individual clonotypes in the public TCR-repertoire expressed by Treg from indicated mice. Red dots indicate clonotypes differentially expressed between wt and mutant Treg (p< 0.05, LIMMA test). N.D., not detected. **(F)** Venn diagram showing the partial overlap of the IL-2 and the IL-15-dependent public clonotypes (i.e. those within the lower-right quadrants in **(E)**. **(G)** Distribution of the TCRα CDR3-lengths of IL-2 and the IL-15-dependent and -independent public clonotypes (lower-right vs. upper-right quadrants in E, respectively). CDR3α start with conserved Cys and Ala and end with conserved Phe. See **Figure S4** for average CDR3-lengths. **(H)** TRAV- (TCR Vα-segment-) usage in the indicated groups of TCRα clonotypes. Only TRAV represented at ≥5% in at least one indicated group are shown. See **Figures S5**, **S6** for clonotypes found only in cytokine-deficient mice (upper-left quadrants in **(E)**. ns, not significant; *p < 0.05; ***p < 0.001 (Mann-Whitney test). Bars indicate mean values ± SD.

To investigate the involvement of IL-2 and IL-15 in shaping of the TCR-repertoire expressed by Treg in a broader manner, we next bred *Rag2-Gfp Foxp3-Thy1^a^* mice that expressed the Kaa transgenic TCRβ chain, that were heterozygous for a *Tcra* null-mutation, and that were either *Il2°*, *Il15°*, or homozygous wt littermates. 

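Newly developed Treg were sorted from individual mice aged 3 weeks as CD4+CD8−Thy1.1+GFP+ thymocytes, 100000 cells per mouse. Thy1.1 reports expression of Foxp3 in these mice, and the GFP of the Rag2 reporter marks cells that expressed Rag2 recently. The 12 libraries come from 4 wt, 4 Il2° and 4 Il15° mice. The transgenic TCRβ chain is shared by all cells, and the heterozygous Tcra null mutation leaves 1 functional Tcra allele per cell, so that the TCRα chain distinguishes the clonotypes. During cDNA synthesis each Tcra mRNA received a random tag, the unique molecular identifier (UMI), and reads with the same tag are counted as 1 molecule. The authors built a consensus sequence per UMI with pRESTO, kept UMIs with at least 2 reads, and assigned the V segment, the CDR3 and the J segment with MiXCR. For each mouse they deposited a table in the format of VDJtools, with the UMI count of each sequence and its fraction of the library, without normalization and without pooling of mice. The UMI totals were 25980, 23915, 15977 and 17330 in wt replicates 1 to 4, 13274, 18652, 15379 and 7625 in the Il2° replicates, and 18018, 13758, 10751 and 18589 in the Il15° replicates. Il2° libraries held on average 13733 UMIs against 20801 in wt (exact Mann-Whitney test, 2-sided, p = 0.114). Il15° libraries held 15279 (p = 0.343 against wt in the same exact test). A clonotype was defined, as in the paper's methods, by the V segment, the amino acid sequence of the CDR3 and the J segment, which gave 22578 clonotypes over the 12 libraries in place of 30939 with CDR3 nucleotides. The wt libraries held 4512 ± 1310 clonotypes (SD, n = 4), the Il2° libraries 4048 ± 1174 (SD, n = 4) and the Il15° libraries 3238 ± 1114 (SD, n = 4). Clonotypes seen as 1 UMI made up 30.4% ± 7.2 of the clonotypes of a wt library, 43.9% ± 9.2 in Il2° and 37.9% ± 10.1 in Il15° (SD, n = 4 each). The smallest share of a library that 3 UMIs can show was 0.0115% in the deepest library and 0.0393% in the shallowest. UMI counts were used as deposited, and the libraries were brought to the same depth only where stated. Each UMI is 1 molecule. The confidence intervals given with percentages of clonotypes are binomial and take clonotypes as independent. They leave out the effect of depth and the variation between mice.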

We analysed the TCRα-repertoires expressed by newly developed Treg in the thymus by high-throughput sequencing of *Tcra* mRNAs. The diversity (*i.e.* the number of clonotypes and their abundance) of the TCRα-repertoires expressed by Treg populations developing in wt and mutant animals appeared similar (**Figure 3C**). 

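The Chao1 estimate of the number of clonotypes, which adds to the clonotypes seen an estimate of the unseen ones from those with 1 and 2 UMIs, was 6532 ± 2419 in wt, 6158 ± 847 in Il2° and 5792 ± 2196 in Il15° Treg (SD, n = 4 mice each). The difference between Il2° and wt was -374 clonotypes (exact Mann-Whitney test, 2-sided, p = 1). Il15° differed from wt by -740 clonotypes and from Il2° by -366, each with p = 0.686 in the same exact test. Single libraries ranged from 3779 to 8720 in wt, so that the spread between mice of 1 genotype exceeded the differences between genotypes. The Shannon-Wiener diversity, given as the exponential of the entropy as VDJtools gives it, was 2106 ± 453 in wt, 1978 ± 519 in Il2° and 1551 ± 430 in Il15° Treg (SD, n = 4). In exact Mann-Whitney tests the differences were -128 for Il2° against wt (p = 0.486), -555 for Il15° against wt (p = 0.2) and -428 for Il15° against Il2° (p = 0.343). The smallest p that 4 mice against 4 allow is 0.0286. Both measures depend on depth: with all 12 libraries downsampled to the 7625 UMIs of the smallest, the Chao1 difference between Il2° and wt changed sign to 549 clonotypes (p = 0.686 in the exact test).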

Comparison of the TCR-repertoires demonstrated higher similarities within the four wt and the four *Il2°* replicates than between the four wt and the four *Il2°* samples (**Figure 3D**). 

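The Morisita-Horn index, which runs from 0 for repertoires without shared clonotypes to 1 for identical ones and weighs abundant clonotypes most, was computed for every pair of libraries over clonotypes with at least 5 UMIs in a library. It was 0.812 ± 0.054 over the 6 pairs of wt libraries (SD over pairs) and 0.798 ± 0.034 over the 6 pairs of Il2° libraries. Over the 16 pairs of a wt with an Il2° library it was 0.737 ± 0.054. The paper's test over pairs, in exact form and 2-sided, gave p = 0.0133 for the wt pairs against the mixed pairs and p = 0.0104 for the Il2° pairs against the mixed pairs (exact Mann-Whitney test). Pairs share libraries and are not independent, so the genotype labels of whole libraries were also permuted. The mean index within genotypes exceeded the mean between them by 0.0683, and none of the other splits of the 8 libraries into 4 and 4 gave a value above 0.0377 (exact permutation test, 1-sided, p = 0.0286, the smallest that 35 splits allow). The difference was smallest, 0.0448, with clonotypes of any UMI count included, and it was also largest for the true genotypes there.

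**Figure D1:**
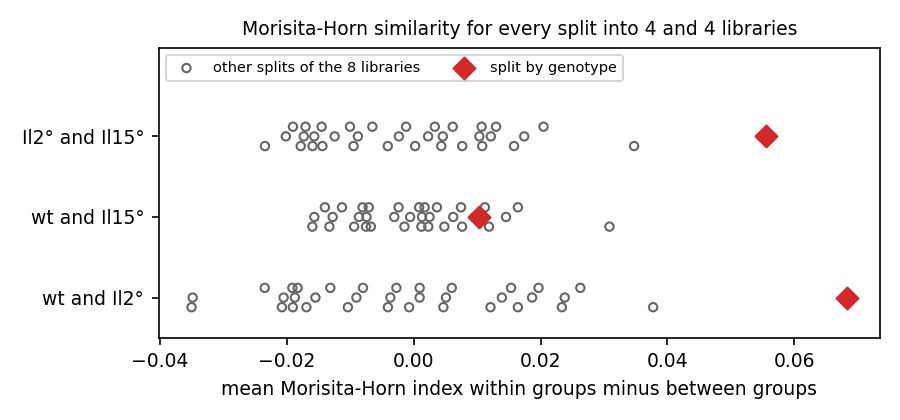
Mean Morisita-Horn index within the 2 groups minus the mean between them (horizontal axis, no unit), for each of the 35 splits of the 8 libraries of 2 genotypes into 4 and 4. Red diamonds are the splits by genotype, at 0.0683 for wt and Il2°, 0.0104 for wt and Il15° and 0.0554 for Il2° and Il15°, and open circles are the other splits.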

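Over the 6 pairs of Il15° libraries the Morisita-Horn index was 0.752 ± 0.084 (SD over pairs), with single pairs between 0.634 and 0.895. Over the 16 pairs of a wt with an Il15° library it was 0.772 ± 0.074. In exact 2-sided Mann-Whitney tests over pairs, the mixed pairs differed neither from the wt pairs (p = 0.261) nor from the Il15° pairs (p = 0.914). The mean within the genotypes exceeded the mean between them by 0.0104, which 6 of the 35 splits of these 8 libraries reached (exact permutation test, 1-sided, p = 0.171). Between Il2° and Il15° libraries the index was 0.719 ± 0.054 over 16 pairs, and the mean within the genotypes was higher by 0.0554 (exact permutation test, 1-sided, p = 0.0286; p = 0.0571 with all clonotypes). In exact Mann-Whitney tests over pairs these mixed pairs differed from the Il2° pairs (p = 0.00335) but not from the Il15° pairs (p = 0.449).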

We did not find significant differences in the similarities between TCR-repertoires expressed by Treg from wt and *Il15°* mice (**Figure 3D**). These results demonstrate that IL-2 modulates the TCR-repertoire expressed by newly developing Treg. 

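The clonotype with the highest mean share over the 4 wt libraries, TRAV10 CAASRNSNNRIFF TRAJ31, held 1.76% ± 0.54 of the UMIs in wt, 2.30% ± 1.01 in Il2° and 2.29% ± 0.44 in Il15° Treg (SD, n = 4 each). Next in wt came TRAV4D-3 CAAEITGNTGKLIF TRAJ37 with 1.17% ± 0.39, against 0.341% ± 0.175 in Il2° and 0.729% ± 0.234 in Il15° Treg. Its wt mean includes 1.76% in wt replicate 3, against 0.924% to 1.03% in the other wt libraries. TRAV16 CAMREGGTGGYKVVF TRAJ12 held 0.974% ± 0.65, 1.13% ± 0.44 and 0.951% ± 0.464 in the same order. Clonotype by clonotype, UMI counts were compared between Il2° and wt with edgeR's quasi-likelihood test over the 464 clonotypes with at least 5 UMIs in at least 4 of the 8 libraries. None had a Benjamini-Hochberg adjusted p under 0.05, and 43 had an unadjusted p under 0.05. With copies of V segments merged by name, a setting chosen after seeing the data, the TRAJ37 clonotype above kept the shares given for wt and Il2° and was the 1 clonotype that passed, with an adjusted p of 0.0238 in edgeR. Between Il15° and wt, 0 of 478 clonotypes passed the same adjusted threshold and 20 had an unadjusted p under 0.05. Over the clonotypes present in all 4 libraries of either genotype, the same edgeR test gave an adjusted p under 0.05 for 50 of 800 clonotypes in the first comparison and 127 of 816 in the second. These clonotypes were chosen by their detection in the same libraries. The choice itself favours differences between the genotypes, so these counts are no independent evidence of them. The variation between mice of 1 genotype was wide, with a coefficient of variation from edgeR's common dispersion of 0.653 in the first comparison and 0.735 in the second. Counts were simulated with the means and depths of the data, the common dispersion for every clonotype and 4-fold changes in 200 clonotypes. The test recovered 99 of the 200 in the design of the first comparison and 42 of the 200 in that of the second. Recovery with fewer changed clonotypes, where the adjusted threshold is harder to pass, was not simulated. From the higher similarity of libraries within than between the wt and Il2° genotypes, the paper concludes that IL-2 modulates the TCR-repertoire of newly developing Treg.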

We argued that the principal differences in the TCR-repertoires are the ones reproducibly found in all mice of the same genotype, *i.e*., the “public” TCR-repertoires. 

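The public TCR-repertoire of wt Treg, the clonotypes present in all 4 wt libraries, held 648 clonotypes and 43.8% ± 3.4 of the UMIs of a wt library (SD, n = 4). That of Il2° Treg held 441 clonotypes and 39.4% ± 3.0 of the UMIs (SD, n = 4). A total of 289 clonotypes were public in both genotypes, and 359 of the 648 wt public clonotypes (55.4%, 95% Wilson interval 51.6 to 59.2) were not public in Il2°. A clonotype is called lacking in a genotype where it is outside the public repertoire of that genotype. Of the 359 clonotypes, 147 were detected in 3 of the 4 Il2° libraries, 101 in 2, 73 in 1 and 38 in none. Counting only clonotypes absent from every Il2° library, 38 of 648 (5.86%, interval 4.30 to 7.95) were lacking. The 359 clonotypes were rarer than the 289 shared ones, with a median share of 0.0224% against 0.0608% of the UMIs of a wt library. Together they held 10.3% ± 1.8 of wt UMIs (SD, n = 4), and the shared ones held 33.5% ± 1.8.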

*Il2°* mice lacked a substantial part (55%) of the public TCR clonotypes we detected in wt animals (**Figure 3E**). Wt animals lacked 34% of the public TCRs we detected in *Il2°* mice. Similarly, *Il15°* mice lacked 62% of the public TCRs detected in wt animals and wt animals lacked 40% of the public TCRs we detected in *Il15°* mice. 

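Of the 441 public clonotypes of Il2° Treg, 152 (34.5%, 95% Wilson interval 30.2 to 39.0) were not public in wt. Of these, 75 were detected in 3 of the 4 wt libraries, 56 in 2 and 17 in 1. They had a median share of 0.0300% of the UMIs of an Il2° library, against 0.0601% for the clonotypes public in both genotypes. The 2 percentages compare public repertoires of different depth, and with all libraries downsampled to the smallest UMI total, 40.7% of the Il2° public clonotypes were not public in wt and 47.9% of the wt public clonotypes were not public in Il2°. Over the 800 clonotypes public in wt or Il2°, which were chosen by their detection in the same libraries, limma on log2(percent of UMIs + 0.01) gave an unadjusted p under 0.05, the threshold the paper states for its LIMMA test in Fig. 3E, for 184 clonotypes and an adjusted p under 0.05 for 33. Of the 359 clonotypes lacking in Il2°, 106 had an unadjusted p under 0.05, as had 48 of the 152 lacking in wt.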

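The public TCR-repertoire of Il15° Treg held 416 clonotypes and 38.1% ± 1.4 of the UMIs of an Il15° library (SD, n = 4), and 248 clonotypes were public in both wt and Il15°. Of the 648 wt public clonotypes, 400 (61.7%, 95% Wilson interval 57.9 to 65.4) were not public in Il15°. Of these 400, 132 were detected in 3 of the 4 Il15° libraries, 118 in 2, 69 in 1 and 81 in none, so that 12.5% (interval 10.2 to 15.3) of the wt public clonotypes were absent from every Il15° library. Their median share was 0.0255% of the UMIs of a wt library, against 0.0713% for the 248 shared clonotypes. In the other direction, 168 of the 416 Il15° public clonotypes (40.4%, interval 35.8 to 45.2) were not public in wt, of which 56 were detected in 3 wt libraries, 49 in 2 and 34 in 1. Over the 816 clonotypes public in wt or Il15°, the limma test gave an unadjusted p under 0.05 for 236 and an adjusted p under 0.05 for 59. Among the 400 clonotypes lacking in Il15° it was 151, and among the 168 lacking in wt 67 with an unadjusted p under 0.05.

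**Figure D2:**
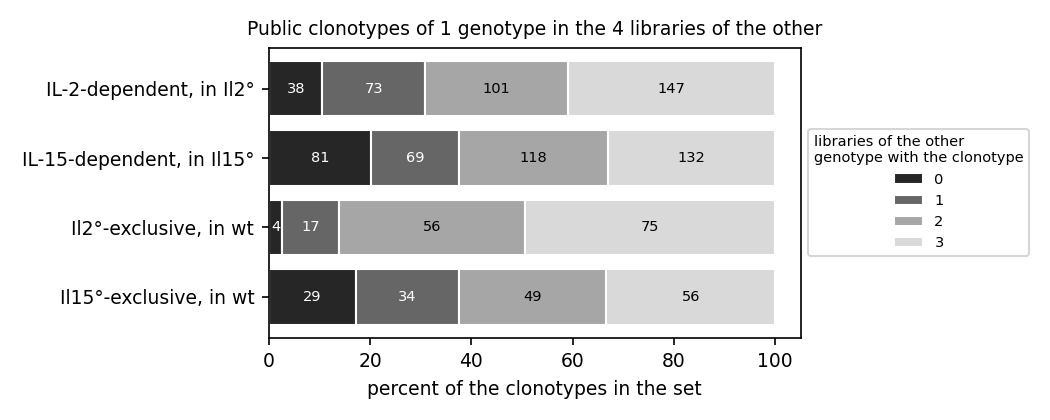
Clonotypes public in 1 genotype and not in the other, by the number of libraries of the other genotype in which they were detected (grey levels), as a percentage of each set (horizontal axis), with the number of clonotypes in each segment. Of the 359 IL-2-dependent clonotypes 38 were in no Il2° library, and of the 400 IL-15-dependent clonotypes 81 were in no Il15° library.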

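A total of 470 of the 648 wt public clonotypes were not public in Il2°, in Il15° or in both. Of these 470, 289 (61.5%, 95% Wilson interval 57.0 to 65.8) were public in neither mutant. They made up 44.6% (interval 40.8 to 48.4) of the wt public repertoire. When lacking means absent from every library of a mutant, 17 wt public clonotypes (2.62%, interval 1.64 to 4.16) were lacking in both.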

A quite large proportion (61%) of the public clonotypes lacking in *Il2°* or *Il15°* mice were identical, and therefore appeared to require both IL-2 and IL-15 for their development (**Figure 3F**). However, 19% of the IL-2-dependent and 28% of the IL-15-dependent public clonotypes appeared to specifically require these respective cytokines. 

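Of the 359 IL-2-dependent clonotypes, 70 (19.5%, 95% Wilson interval 15.7 to 23.9) were public in Il15°. Of the 400 IL-15-dependent clonotypes, 111 (27.8%, interval 23.6 to 32.3) were public in Il2°. Counting only clonotypes absent from every library of a mutant, 21 wt public clonotypes were absent from Il2° but found in Il15° libraries, and 64 were absent from Il15° but found in Il2° libraries.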

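The public repertoires were set against those of other groupings of the same mice. Of the 800 clonotypes public in wt or Il2°, 63.9% were public in only 1 of the genotypes. Over the 35 ways to split these 8 libraries into 4 and 4, the same percentage ranged from 54.8% to 67.2% with a median of 58.9%, and 4 splits, the one by genotype included, reached 63.9% (exact permutation test, 1-sided, p = 0.114). Of the 816 clonotypes public in wt or Il15°, 69.6% were public in only 1 genotype. The other splits of those libraries ranged from 51.9% to 70.5% around a median of 59.9%, and 2 of the 35 splits reached the value for the genotypes (exact permutation test, 1-sided, p = 0.0571). With presence of a clonotype defined by at least 2 UMIs, the difference between wt and Il15° was 67.9% and only the split by genotype reached it (exact permutation test, p = 0.0286), while that between wt and Il2° was 63.7% (p = 0.0571 in the same permutation test).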

Given that these data concern TCR-clonotypes reproducibly found in wt vs. *Il2° *vs. *Il15°* mice, they strongly suggest that IL-2 and IL-15 contribute to shaping of the TCR-repertoire expressed by newly developing Treg.

To obtain insight into the potentially different characteristics of the public TCRα-clonotypes expressed by Treg developing in an IL-2- vs. IL-15-dependent manner, we next compared their CDR3-lengths and TCR-Vα (TRAV)-usages. The distributions of the CDR3-lengths were different between IL-2- or IL-15-dependent vs. independent clonotypes (**Figure 3G**). 

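CDR3 lengths were counted in amino acids of the deposited CDR3 sequence, which includes the conserved first cysteine and last phenylalanine or tryptophan, and each clonotype was weighted by its UMIs in the wt library measured. Lengths of 13 and 14 amino acids were the commonest in all sets. IL-2-dependent clonotypes had 7.81% ± 0.86 of their UMIs at 11, 15.4% ± 1.0 at 12, 34.4% ± 1.4 at 13, 34.1% ± 1.1 at 14 and 5.86% ± 0.64 at 15 amino acids (SD, n = 4 wt mice). IL-2-independent clonotypes had 7.20% ± 0.48, 17.1% ± 0.9, 36.3% ± 3.1, 32.9% ± 0.8 and 5.35% ± 2.14 at the same lengths. Of the 7 lengths with at least 1% of the UMIs of either set, 2 differed with p = 0.0286, the smallest possible (exact Mann-Whitney test, 2-sided, n = 4 against 4). These were 10 amino acids, with 1.24% ± 0.25 in the dependent and 0.694% ± 0.064 in the independent set, and 16 amino acids, with 1.04% ± 0.37 against 0.171% ± 0.060. At the lengths from 11 to 15 the 2 sets overlapped. IL-15-dependent clonotypes had more UMIs at 11 amino acids than IL-15-independent ones, 12.0% ± 1.0 against 5.42% ± 0.69, and fewer at 14, 29.4% ± 1.6 against 34.8% ± 1.8, each with p = 0.0286 in the exact test. The other 3 of the 5 lengths tested did not differ. After Benjamini-Hochberg adjustment over the lengths of a comparison, 0 remained under 0.05 in either. With each clonotype counted once, no length differed in Fisher's exact test in either comparison.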

The average CDR3-sizes of the public IL-2-dependent clonotypes were somewhat greater than those of the IL-2-independent ones (**Figure S4**). By contrast, the average CDR3-sizes of the public IL-15-dependent clonotypes were slightly smaller than those of the IL-15-independent ones (**Figure S4**). 

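The mean CDR3 length, weighted by UMIs within each wt library, was 13.13 ± 0.04 amino acids for IL-2-dependent and 13.12 ± 0.03 for IL-2-independent public clonotypes (SD, n = 4 mice). The difference of 0.0165 amino acids was within the spread between mice (exact Mann-Whitney test, 2-sided, p = 0.886), and IL-2-dependent clonotypes were longer in 3 of the 4 mice. With both sets paired within each mouse, an exact sign-flip permutation test gave p = 0.5. With each of the 648 clonotypes counted once, the difference was 0.125 amino acids (permutation test over clonotypes, p = 0.171). With out-of-frame clonotypes and clonotypes with a stop codon left out, it changed sign to -0.0320 (exact Mann-Whitney test, p = 0.343).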

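IL-15-dependent public clonotypes had a mean CDR3 length of 13.05 ± 0.03 amino acids in wt libraries, and IL-15-independent ones 13.15 ± 0.02 (SD, n = 4 mice). The difference was -0.107 amino acids, with IL-15-dependent clonotypes shorter in all 4 mice (exact Mann-Whitney test, 2-sided, p = 0.0286). With both sets paired within each mouse, the exact sign-flip permutation test gave p = 0.125, the smallest that 4 mice allow. With each clonotype counted once in place of its UMIs, the difference was 0.0115 amino acids in the other direction (permutation test over clonotypes, p = 0.928).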

Also clonotypes found in *Il2°* or *Il15°* but not in wt animals had average CDR3-size and distribution of CDR3-lengths that were significantly different from those that were cytokine-independent (**Figures S5A, B**). 

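Measured in the 4 Il2° libraries, the 152 Il2°-exclusive clonotypes had a mean CDR3 length of 13.00 ± 0.05 amino acids and the IL-2-independent ones 13.07 ± 0.03 (SD, n = 4), a difference of -0.0724 (exact Mann-Whitney test, 2-sided, p = 0.2; paired within mice, exact sign-flip permutation test, p = 0.125). They were shorter in all 4 mice. Of the 6 lengths tested, 4 differed with p = 0.0286 in the exact Mann-Whitney test. Il2°-exclusive clonotypes had more UMIs at 11 amino acids, 13.3% ± 1.9 against 6.37% ± 0.77, and at 14, 37.2% ± 1.0 against 28.3% ± 1.9, and fewer at 12, 10.1% ± 2.3 against 18.2% ± 1.4, and at 15, 1.59% ± 0.39 against 5.4% ± 1.40. All 4 kept an adjusted p under 0.05 over the 6 lengths. A sign-flip test paired within mice, which allows no p under 0.125, could not pass. In the 4 Il15° libraries, the 168 Il15°-exclusive clonotypes had a mean length of 13.11 ± 0.08 amino acids and the IL-15-independent ones 13.11 ± 0.05, and 2 of the 4 mice showed each direction (difference 0.00196, exact Mann-Whitney test, p = 1; paired within mice, exact sign-flip permutation test, p = 1). At 11 amino acids they had 9.57% ± 2.62 of their UMIs against 5.51% ± 0.27, and at 12 amino acids 13.3% ± 3.0 against 18.4% ± 2.0, the 2 of 5 lengths with p = 0.0286 in the exact Mann-Whitney test, neither of them under 0.05 after adjustment. With each clonotype counted once, no length differed in Fisher's exact test in either comparison.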

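The TRAV segments lie on chromosome 14, with those annotated in GENCODE M21 (GRCm38) between 52427928 and 53977678, upstream of the constant region gene Trac at 54220521 to 54224206. The build behind the authors' alignment is not named in the paper's text, and positions were found by matching segment names. TRAV4D-3 spans 52899969 to 52900470, TRAV3D-3 52972448 to 52973038, TRAV4D-4 52990866 to 52991389, TRAV4N-3 53210906 to 53211407, TRAV12N-3 53240745 to 53241244, TRAV7-2 53390635 to 53391142, TRAV7-3 53443249 to 53443839, TRAV10 53505727 to 53506286 and TRAV12-3 53621657 to 53622245, all on the plus strand. In TRAV4D-3 the leader exon and the exon with the V region are 52899969 to 52900020 and 52900192 to 52900470. D and N in these names mark copies of a segment, and TRAV4D-3 and TRAV4N-3 have identical annotated transcripts, so that their separation in the deposited tables is uncertain. In wt libraries, 7 segments held at least 5% of the UMIs of IL-2-dependent or IL-2-independent public clonotypes. Of these, 6 differed (exact Mann-Whitney test, 2-sided, p = 0.0286 each, n = 4 mice), all 6 with an adjusted p of 0.0333. Both sets were measured in the same 4 mice, and a sign-flip test paired within mice allows no p under 0.125. IL-2-dependent clonotypes used TRAV4N-3 for 11.9% ± 1.1 of UMIs against 5.59% ± 0.58 in IL-2-independent ones, and TRAV12N-3 for 11.6% ± 2.5 against 6.43% ± 1.05 (SD, n = 4). They used less TRAV4D-4 (6.06% ± 1.08 against 10.6% ± 0.7), TRAV7-2 (5.36% ± 0.56 against 7.52% ± 0.43), TRAV7-3 (4.82% ± 1.30 against 8.53% ± 1.12) and TRAV10 (0.469% ± 0.121 against 5.95% ± 1.83). TRAV4D-3, the commonest, did not differ, with 23.7% ± 2.6 against 20.4% ± 2.4 (p = 0.114 in the exact test). Among IL-15-dependent and IL-15-independent clonotypes, 4 of 7 segments differed with p = 0.0286 in the exact test and an adjusted p of 0.05, which is not under the threshold. IL-15-dependent clonotypes used more TRAV4N-3 (9.17% ± 0.35 against 6.21% ± 0.53) and less TRAV4D-4 (7.26% ± 0.87 against 10.5% ± 0.7), TRAV7-3 (5.16% ± 0.41 against 8.63% ± 1.58) and TRAV10 (1.87% ± 0.90 against 5.81% ± 1.72). TRAV4D-3, TRAV7-2 and TRAV12N-3 overlapped between the sets. With each clonotype counted once, 4 segments differed for IL-2 and 0 for IL-15 in Fisher's exact test.

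**Figure D3:**
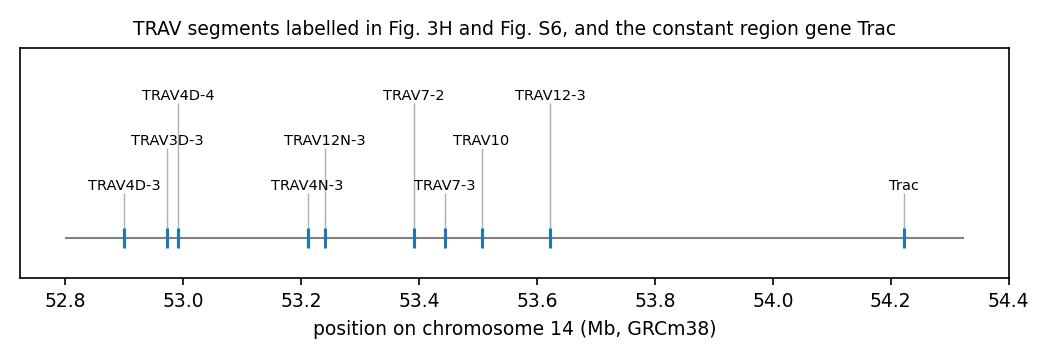
Positions on chromosome 14 (GRCm38, in Mb) of the 9 TRAV segments labelled in Fig. 3H and Fig. S6 and of the constant region gene Trac, from GENCODE M21. The 9 segments lie between TRAV4D-3 at 52899969 and TRAV12-3 at 53621657, upstream of Trac.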

Analysis of the TRAV-usage revealed substantial differences between cytokine-dependent vs. -independent clonotypes (**Figure 3H**). Also clonotypes found in *Il2°* or *Il15°* but not in wt animals had TRAV-usages that were significantly different from those that were cytokine-independent (**Figure S6**). 

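In the 4 Il2° libraries, 4 of the 8 TRAV segments at 5% or more of either set differed between Il2°-exclusive and IL-2-independent clonotypes (exact Mann-Whitney test, 2-sided, p = 0.0286 each, adjusted p = 0.0571 over the 8 segments). Il2°-exclusive clonotypes used TRAV4D-4 for 4.7% ± 2.06 of UMIs against 9.09% ± 0.96, TRAV10 for 3.39% ± 0.92 against 7.6% ± 2.86 and TRAV12N-3 for 3.45% ± 0.67 against 5.36% ± 1.09 (SD, n = 4 mice). TRAV12-3 was used more, 5.88% ± 2.18 against 2.5% ± 0.57. TRAV4D-3, TRAV4N-3, TRAV7-2 and TRAV7-3 did not differ. In the 4 Il15° libraries, 6 of 9 segments differed between Il15°-exclusive and IL-15-independent clonotypes, each with p = 0.0286 in the exact Mann-Whitney test and an adjusted p of 0.0429. TRAV4D-3 held 9.23% ± 1.02 of the UMIs of Il15°-exclusive clonotypes against 17.6% ± 3.1, TRAV7-2 2.53% ± 0.38 against 8.65% ± 1.69 and TRAV7-3 4.18% ± 1.68 against 8.05% ± 1.07. No Il15°-exclusive clonotype used TRAV10, which held 7.41% ± 1.51 of the UMIs of the independent ones. TRAV4N-3 and TRAV3D-3 were used more, 12.2% ± 2.5 against 5.92% ± 0.34 and 6.47% ± 0.82 against 2.72% ± 1.46. TRAV4D-3 and TRAV4N-3 have identical annotated transcripts and differed in opposite directions. Their differences may therefore arise from the naming of the copies. TRAV12-3, TRAV12N-3 and TRAV4D-4 overlapped between the sets. Most of the TRAV10 share of both independent sets was 1 abundant clonotype, TRAV10 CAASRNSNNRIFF TRAJ31. It held on average 2.30% of all Il2° UMIs, against 3.87% for TRAV10 as a whole. Of all Il15° UMIs it held 2.29%, against 3.30% for TRAV10. Counted once per clonotype, 0 segments differed for Il2° and 1 for Il15° in Fisher's exact test. Here too both sets were measured in the same mice, and a sign-flip test paired within mice allows no p under 0.125.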

Taken together, these observations indicate distinct characteristics of the public TCRα-chain clonotypes expressed by Treg requiring the presence or absence of IL-2 or IL-15 for their development. The reproducibility of these results in the four biological replicates for each genotype also indicated that the differences were not due to sampling randomness.

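Many clonotypes of the dependent and exclusive sets were near the detection limit of the libraries. The median over clonotypes of the smallest UMI count in any of the 4 wt libraries was 2 for the IL-2-dependent and 2 for the IL-15-dependent sets, and 6 for both independent sets. For the exclusive sets it was 1 in the libraries of the mutant. A clonotype kept at the median share of the IL-2-dependent set would be expected with 1.71 UMIs in the shallowest and 4.19 in the deepest Il2° library, and counting error alone would leave it out of at least 1 of the 4 with a probability of 25.8% (Poisson, equal shares in all mice assumed). At the median share of the IL-15-dependent set, 2.74 to 4.74 UMIs would be expected per Il15° library, and the same probability would be 11.0%. For the exclusive sets in the wt libraries, which were deeper on average but not each, it would be 1.49% for Il2° and 2.10% for Il15°. The median shares come from the same libraries whose detection defined each set. This choice can raise the shares, so the probabilities may be too low. All 4 mice of a genotype enter the definition of its public clonotypes, and the tests of CDR3 length and TRAV usage compare sets within those same 4 mice.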

### Origins of the IL-2 and IL-15 involved in Treg development

Probably through trans-presentation by their respective high affinity receptor α-chains, IL-2 and IL-15 can have very local effects (19, 31, 35, 68). Distinct thymic stromal cell-types have distinct phenotypes and thus apparently convey distinct signals to developing T cells (36). Our observation that IL-2 and IL-15 appear to qualitatively modulate Treg development may therefore be due to interactions of developing Treg with distinct stromal cell-types. We therefore sought to identify the stromal cells producing the IL-2 and IL-15 involved in Treg-development, which remains a controversial issue (19, 30–34).

In the thymus, TEC and DC appear to produce IL-15 and to express the IL-15Rα chain required for its trans-presentation to responder cells (19, 32, 34). To assess the role of the IL-15 produced by these cells in Treg-development, we generated *Rag2-Gfp Foxp3-Thy1^a^* mice in which one *Il15* allele was constitutively and the other conditionally invalidated (*Il15°^/fl^*). The Cre recombinase required for invalidation of the *Il15* locus was expressed under control of the promoter of the gene encoding the thymus-proteasome β5t-subunit, active during early stages of TEC-development (47), or that of the gene encoding CD11c, expressed by DC (46). The development of iNKT cells depends on IL-15 (69). *Il15-*invalidation in TEC or in DC led to reduced accumulation of CD4SP iNKT cells (**Figures S7A, B**). Interestingly, *Il15-*invalidation in TEC, but not in DC, led to reduced accumulation of CD4^+^CD8*^−^* iNKT cells (**Figure S7C**). These data thus confirm conditional invalidation of the *Il15* locus in the mice. They also suggest distinct origins of the IL-15 involved in the development of CD4*^−^* CD8^−^vs. CD4^+^CD8*^−^* iNKT cells. Unexpectedly, in β5t-Cre *Il15°^/fl^* mice we found unaltered proportions of Treg among CD4SP thymocytes (**Figure 4A**). By contrast, in CD11c-Cre *Il15°^/fl^* mice (16.8 ± 24.3%) less Treg developed than in control mice not expressing the Cre-recombinase (**Figure 4A**). These results suggest that the IL-15 involved in Treg-development is, at least in part, produced by DC.

**Figure 4:**
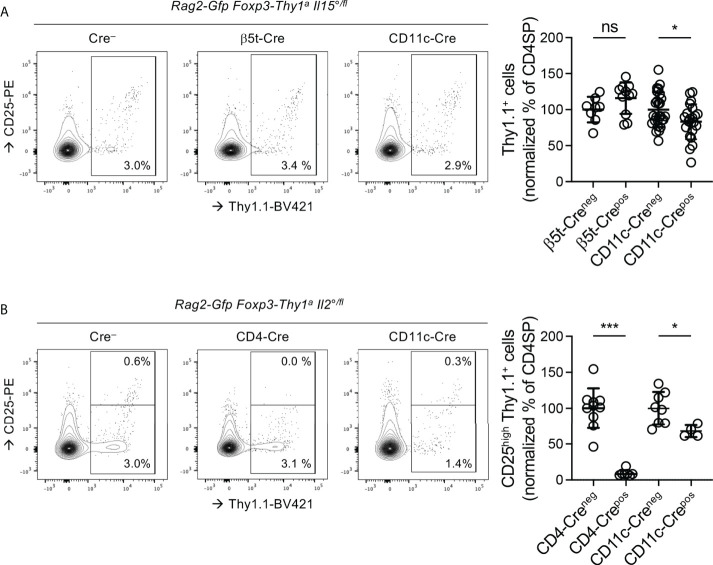
The IL15 involved in Treg development is produced by DC and the IL-2 by T cells and, to a lesser extent, by DC. Thymocytes from three-week-old Rag-Gfp Foxp3-Thy1^a^ mutant, **(A)** Il15°^/fl^ or **(B)** Il2°^/fl^ mice, expressing or not the indicated Cre-transgenes, were stained with fluorescent antibodies against indicated markers and analysed by flow cytometry. (left hand panels) Representative histograms of Thy1.1 (indicating Foxp3-expression) vs. CD25 expression on GFP^+^ (i.e. newly developed) CD4SP thymocytes (gated as in **Figure S1B**). Indicated gates were used for the quantification of (CD25^−/low^ and CD25^high^) Thy1.1^+^ Treg among CD4SP cells. (right-hand panels) Quantification of **(A)** total or **(B)** CD25^high^ Treg among GFP^+^ CD4SP thymocytes. Dots indicate individual mice and values were normalized to the average percentages found in Foxp3^Thy1a/Y^ male and Foxp3^Thy1a/wt^ female, Cre^−^ littermates (**(A)** n=8 β5t-Cre^−^, 11 β5t-Cre^+^, 27 CD11c-Cre^−^, 22 CD11c-Cre^+^, **(B)** 10 CD4-Cre^−^,7 CD4-Cre^+^, 8CD11c-Cre^−^, and 4 CD11c-Cre^+^ mice). ns, not significant; *p < 0.05; ***p < 0.001 (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values ± SD.

Whereas T cells appear to produce IL-2 involved in Treg-development in the thymus, the role of dendritic cells (DC) remains controversial (19, 30, 31, 68). As compared to in their Cre^−^ littermates, in CD4-Cre^+^ *Il2°^/fl^* mice, in which T cells do not produce IL-2, we found very strongly (90.7 ± 4.4%) reduced proportions of CD25^high^ Treg among CD4SP (**Figure 4B**), which confirms that T-cell-derived IL-2 plays an important role in Treg development. Also in CD11c-Cre *Il2°^/fl^* mice, in which DC do not produce IL-2, we found substantially (32.2 ± 8.4%) less newly developed CD25^high^ Treg (**Figure 4B**). These data therefore indicate that IL-2 derived from both T and dendritic cells is involved in Treg-development.

### Thymic Treg from Il2° and from Il15° mice have distinct capacities to prevent autoimmune pathology

Our results reveal that Treg developing in the thymi of wt, *Il2°* and *Il15°* mice are phenotypically distinct and that the TCR-repertoires they express are, in part, distinct. We therefore postulated that Treg from wt vs. *Il2°*vs. *Il15°* mice may have distinct capacities to prevent autoimmune pathology. To assess this possibility, we adoptively transferred (by i.v. injection) identical numbers of GFP^+^Thy1.1^+^CD4^+^CD8^−^ thymic Treg, sorted from three-week-old wt, *Il2°* or *Il15°*, *Rag2-Gfp Foxp3-Thy1^a^* mice, into new-born Treg-deficient *Foxp3^sf^* mice and analysed lymphocyte-activation, cytokine production, (auto)antibody production, and development of immunopathology three weeks later (**Figures 5**, **S8**, **S9**).

**Figure 5:**
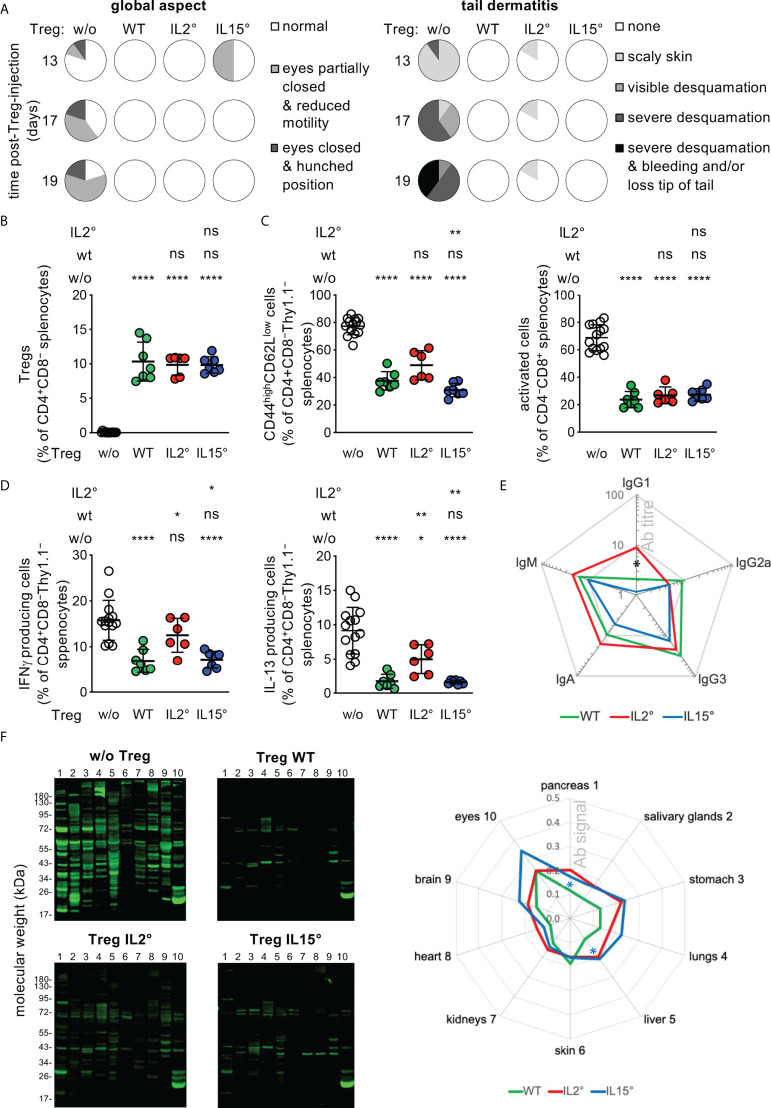
*Treg developing in Il2° vs. Il15° mice have distinct in vivo functions.* Newborn *Foxp3^sf^* mice were i.v. injected with electronically sorted newly developed thymic Treg from three-week-old *Rag2-Gfp Foxp3-Thy1^a^* wt, *Il2°*, or *Il15°* mice, or sham PBS-treated, and analysed three weeks later. **(A)** Eye pathology, reduced motility, hunched posture, and tail-skin-pathology in control *scurfy* mice, and its prevention upon neonatal injection of thymic Treg from wt, *Il2°* and *Il15°* mice. See **Figure S8** for representative pictures of mice, tail close-ups, and lymphadeno- and spleno-megaly. **(B)** Reconstitution of Treg levels in the spleen of *Foxp3^sf^* mice upon injection of wt, *Il2°*, or *Il15°* Treg. **(C)** Proportions of activated (*i.e.* CD44^high^CD62L^low^) CD4 (left) or CD8 (right) Tconv in spleens. **(D)** IFN-γ (left) and IL-13 (right) producing CD4^+^ Tconv in spleens (as determined by flow-cytometry). **(E)** Titres of serum-antibodies of indicated isotypes. “Ab titre” is expressed as mean % of that found in sham-treated *Foxp3^sf^* mice (IgG1, 73.1 ± 35.9; IgG2a, 2.4 ± 2.4; IgG3, 1.2 ± 0.4; IgG2b, 0.0 ± 0.0; IgA, 38.0 ± 6.9; IgM, 137.1 ± 40.6 pg/ml). Mice injected with Treg from wt, *Il2°* or *Il15°* mice had lower titres of all detected antibody-isotypes than sham-treated animals (p ≤ 0.01, Mann-Whitney test). **(F)** Autoantibodies in sera from indicated mice (as determined by incubating Western blots carrying total extracts from indicated *Rag2°* tissues with sera). Representative blots (left panels) and semi-quantification of total signals on indicated tissues (right panel, mean ratios Treg-injected/sham-injected mice) are shown. Numbers on the left side correspond to the tissues indicated on the right side. Statistical significance concern differences between mice that had received IL2°vs. IL15*°* Treg (black asterisk in **(E)** and IL15*°* Treg vs. wt Treg (blue asterisks in **(F)**. Sham-treated *Foxp3^sf^* mice, n=14, 8 independent experiments; *Foxp3^sf^* mice injected with thymic Treg from wt mice, n=7, 3 experiments; from IL-2*°* mice, n=6, 3 experiments; from IL-15*°* mice, n=7, 4 experiments. ns, not significant; *p < 0.05; **p < 0.01; ****p < 0.0001 (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values ± SD.

Injection of newly developed wt thymic Treg into *Foxp3^sf^* mice reconstituted Treg levels to 11 ± 3% and strongly reduced the symptoms of the autoimmune-pathology observed in sham-treated animals: Skin desquamation; hunched posture; spleno- and lymphadeno-megaly (**Figures 5A, B**, **S8**); activation of splenic CD4^+^ or CD8^+^ T cells (as indicated by a CD44^high^CD62L^low^ phenotype, **Figure 5C**); IFN-γ or IL-13 production by splenic CD4^+^ Tconv (**Figure 5D**); circulation of serum antibodies of IgM, IgG1, IgG2a, IgG3, and IgA isotypes (**Figure 5E**); production of circulating antibodies directed against a large array of autoantigens of all organs assessed (**Figure 5F**), and infiltration by mononuclear cells in pancreas, skin, and lungs, and associated bronchial- and ear-thickening (**Figure S9**). Newly developed Treg isolated from *Il2°* and from *Il15°* thymi populated *Foxp3^sf^* mice as efficiently as wt Treg (**Figure 5B**). They also inhibited development of all of the symptoms, but to distinct degrees (**Figures 5A, C–F**, **S8**, **S9**). Thus, despite similar reconstitution, Treg from *Il2°* (but not those from *Il15°)* mice inhibited to a lesser extent than Treg from wt mice IFN-γ and IL-13 production by CD4 Tconv (**Figure 5D**). Treg from *Il2°* mice prevented the production of IgG1 less efficiently than Treg from *Il15°* mice (**Figure 5E**). Quantification of the tissue blots hybridized with sera from *Foxp3^sf^* mice injected with Treg from wt, *Il2°* or *Il15°* thymi, revealed some minor differences, but all three quite efficiently prevented autoantibody production (**Figure 5F**). We did not find significant differences between the capacity of wt vs. *Il2°* or *Il15°* Treg to prevent infiltration by mononuclear cells in the pancreas, lungs and ears, or thickening of bronchus-walls or ears (**Figure S9**). Combined, these data indicate that the intrathymic availability of IL-2 is essential for the development of a fully functional Treg population. The role of IL-15 in this process appears more subtle.

## Discussion

In the study reported here, we investigated the quantitative and qualitative roles of IL-2 and IL-15 in the intrathymic generation of Treg. By focusing on newly developed Treg and by analysing young mice in which Treg development is practically uninhibited by recirculating Treg, we showed important quantitative roles of IL-2 and, to a lesser extent, IL-15 in Treg development. IL-2 and IL-15 drive the development of phenotypically distinct, thymus egress-competent and periphery-seeding Treg, and differently modulate the selection of the TCR-repertoire they express. Treg developing in absence of IL-2 (but not of IL-15) had clearly detectable, though limited, defects in the control of immune-responses *in vivo*. Combined, these data consolidate and extend the suspected quantitative roles of IL-2 and IL-15 in Treg-development in the thymus and indicate that these cytokines also play important qualitative roles in this process.

The thymi of mice deficient in the IL-2Rα or β chains, in IL-2 or in IL-15 contain fewer Treg (16, 18–20, 23, 70–72). However, among thymic Treg, the proportion of cells that had recirculated from the periphery back to the thymus is very large in wt animals (28). These data therefore mostly failed to formally demonstrate a role for IL-2 and IL-15 in Treg development in the thymus. In our experimental mouse model, we could unambiguously identify newly developed Treg and found substantially less Treg in IL-2- or IL-15-deficient mice than in wt animals. Using an elegant experimental model in which T cell-development was induced through induction of ZAP70-expression, Marshall et al. showed that antibody-mediated IL-2-blockade reduced *de novo* development of Treg, which is consistent with our results (19). It now therefore appears clearly demonstrated that IL-2 affects Treg development in the thymus.

IL-2 and IL-15 do not only act on Treg-precursors but also on other cell-types (potentially) involved in Treg development in the thymus. Thus, IL-2 plays a crucial role in the peripheral survival of Treg (29). Accordingly, in IL-2-deficient mice we found almost no Treg that had recirculated from the periphery back to the thymus. Therefore, as compared to wt mice, in IL-2-deficient mice at least two parameters affecting Treg development had changed: availability of IL-2 and inhibition of Treg development by recirculating cells. To exclude this additional parameter, we analysed Treg-development four days after birth, *i.e.* when Treg just start to develop and leave the thymus, the proportion of recirculating Treg in the thymus is very low, and inhibition of Treg-development is minimal (28). We observed that in absence of IL-2 substantially fewer Treg developed than in absence of IL-15. Our results thus confirm and substantially extend an earlier report in which *de novo* development of Treg was studied through induction of ZAP70-expression (19). Interestingly, we observed a more robust decrease in Treg development in neonate than in three-week-old IL-2-deficient mice (as compared to wt animals). A hypothesis that may explain this observation is that in three-week-old (but not in neonatal) mice, Treg development is substantially inhibited by recirculating Treg, in part through limitation of the availability of IL-2 (28). Further limiting IL-2-availability through genetic invalidation of the gene encoding it would affect Treg development to a lesser extent in three-week-old mice than in neonates, in which recirculating-Treg-mediated inhibition of Treg-development is minimal. Assessing this hypothesis will require the generation of mice in which recirculating Treg do not accumulate in the thymus.

Also iNKT cells may, through production of IL-4, modulate Treg development (73). As we here confirmed, in absence of IL-15 substantially fewer iNKT cells accumulated in the thymus. It remains therefore unclear if the reduced Treg development we observed in IL-15-deficient mice was due to a direct effect on Treg precursors or on iNKT cells. It will be important to study the effect of IL-15 deficiency on Treg development in iNKT cell-deficient mice.

Deficiency in IL-2 or IL-15 will also affect differentiation and/or maintenance of other cell-types known to modulate T cell-development in the thymus but not addressed in this study. For example, IL-15 drives differentiation of CD8 memory T cells (74), reported to reduce negative selection of autospecific thymocytes through deletion of DC and mTEC (75). Therefore, it will now be important to address the involvement of other cell types potentially involved in the effects of IL-2 or IL-15-deficiency on Treg-development.

Combined, our results thus firmly demonstrate quantitatively substantial and non-redundant (direct and/or indirect) roles for IL-2 and, to a lesser extent, IL-15 in Treg development. We also found that the phenotypes of Treg developing in an IL-2- vs. IL-15-dependent manner are distinct: Whereas IL-2 is strictly required for the differentiation of CD25^+^ Treg, IL-15 only plays a modest role, and both cytokines play a role in the development of CD25^−/low^ Treg. Our results thus support and extend an earlier report on the distinct roles of IL-2 and IL-15 in Treg development in the thymus (19). Importantly, in wt animals, the egress-competent phenotype of the thymic CD25^−/low^ Treg subset and the fact that these cells were abundant among RTE in the spleen indicated that it is not (only) a precursor population for newly developing thymic CD25^+^ Treg. The fact that we readily detected these cells among splenic RTE in IL-2-deficient mice supports our conclusion that they do not need to go through a CD25^+^ phase to leave the thymus. Komatsu and colleagues showed that CD25^−^ Treg have a less stable phenotype than CD25^+^ Treg and can lose Foxp3-expression and suppressive activity and acquire the capacity to produce IL-2, IFN-γ, IL-4, and IL-17 (65). *In vitro*, IL-2 did not stabilize Foxp3-expression of peripheral CD25^−^ Treg, suggesting that availabilities of IL-2 in the thymus and in the periphery play non redundant roles. Our results indicate that this apparently functionally distinct CD25^−/low^ Treg subset may, in part, have a thymic origin. Also the GITR, OX-40 and CD73-phenotypes were differentially affected by absence of IL-2 or Il-15. Together, these observations suggest that IL-2 and IL-15 may drive the development of potentially *in vivo* functionally distinct Treg populations.

We hypothesized that IL-2 and IL-15 may drive development of Treg expressing distinct TCR-repertoires. 

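Of the 648 public clonotypes of wt Treg, 470 were not public in Il2°, in Il15° or in both (72.5%, 95% Wilson interval 69.0 to 75.8), and 178 (27.5%, interval 24.2 to 31.0) were public in all 3 genotypes.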

We found that 73% of the public clonotypes observed in wt animals required IL-2 and/or IL-15 for their development. 

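The 70 wt public clonotypes that were public in Il15° but not in Il2° made up 10.8% (95% Wilson interval 8.64 to 13.4) of the wt public repertoire. The 111 that were public in Il2° but not in Il15° made up 17.1% (interval 14.4 to 20.2).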

Much smaller proportions of the public clonotypes observed in wt animals specifically required IL-2 (but not IL-15: 11%) or IL-15 (but not IL-2: 17%) for their development. Since distinct proportions of CD25^−^ vs. CD25^+^ Treg developed in *Il2°* vs. wt and *Il15°* mice, these observations are consistent with a recent report showing that intrathymic CD25^−^ vs. CD25^+^ Treg express distinct TCR-repertoires (73). The non-redundant roles of IL-2 and IL-15 may in part be due to an anti-apoptotic action of IL-2 (22) which would allow selection of Treg expressing TCRs recognizing self-MHC/peptide complexes with higher affinity. The public TCRα-repertoires expressed by Treg developing in an IL-2- or IL-15-dependent manner have different CDR3-lengths and TRAV-usages than those developing in wt mice. Previous work demonstrated shortening of the CDR3α during T cell selection in the thymus (76). Interestingly, whereas IL-2-dependent TCRα-chains have larger CDR3 than IL-2-independent ones, IL-15-dependent TCRα-chains have smaller CDR3 than IL-15-independent ones. Distinct CDR3α-lengths and TRAV usages will probably have an influence on the affinities of the TCRs for peptide/MHC complexes expressed by thymic stromal cells, suggesting an interplay between cytokine-receptors and TCR in driving development of the Treg-subsets. Whatever the precise origin(s) of these distinct characteristics may be, they also indicate that the differences in the TCRα-repertoires we observed are not due to sampling biases.

Intriguingly, some Treg newly developing in the thymus of *Il2°* and of *Il15°* mice expressed public TCR-clonotypes that we did not observe in wt animals. 

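Of the 152 Il2°-exclusive public clonotypes, 4 were detected in none of the wt libraries, 0.907% (95% Wilson interval 0.353 to 2.31) of the 441 Il2° public clonotypes. Of the 168 Il15°-exclusive ones, 29 were in none of the wt libraries, 6.97% (interval 4.90 to 9.83) of the 416 Il15° public clonotypes. Il2°-exclusive clonotypes together held 6.09% ± 0.97 of the UMIs of an Il2° library, and Il15°-exclusive clonotypes 6.07% ± 1.95 of those of an Il15° library (SD, n = 4 each).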

Limiting our analysis to clonotypes found in all four replicates will constrain but not entirely avoid effects of sampling randomness, which may therefore be involved in the detection of clonotypes exclusively in *Il2°* or *Il15°* mice. However, small but statistically significant differences in CDR3 lengths and in TRAV-usage of public TCRα found in IL-2*° but not* in wt mice vs. those found in wt *and* in IL-2*°* mice, indicated that a substantial proportion of Treg-clonotypes found exclusively in *Il2°* or *Il15°* mice is not due to sampling biases. By contrast, they suggested that these cells have distinct peptide/MHC-recognition characteristics. A hypothesis that may explain this observation is, again, that signals through the TCR synergize with signals through the receptors for IL-2 and IL-15 to drive differentiation and selection of Treg-precursors, *i.e.* the cytokines would act as a rheostat.

The differences in the TCR-repertoires expressed by Treg from wt, IL-2- and IL-15-deficient mice may be due to the distinct sources of these cytokines in the thymus. Consistent with this postulate, it was previously shown that Treg specific for a model-antigen expressed by mTEC do not require IL-2 for their development (27). IL-2-deficient DC supported the development of Treg less efficiently than wt cells in an *in vitro* thymus culture system (31). In agreement with this observation, we observed a reduction in newly developed Treg in mice with an IL-2-ablation targeted to DC. DC trans-presenting IL-2 *via* the IL-2Rα-chain (35) may favour differentiation of Treg specific for ligands expressed by these stromal cells, as previously suggested (68). Whereas *Il2*-mRNA was detected in thymic DC (31), using an experimental model in which *Il2-*expression-history could be traced, Hemmers et al. did not find evidence for expression in CD90^−^CD19^−^Ly6G^−^Ly6C^−^ thymic DC (30). Together with our data, these observations suggest that IL-2 expression by thymic DC is limited to a particular subset of these cells (or of other CD11c^+^ cells). It appears rather unlikely that the reduced Treg development we observed in the *Il2°^/fl^* CD11c-Cre mice was due to the previously reported very limited activity of the transgenic construct in T lymphocyte-progenitors (<10%) (46). In mice with an IL-15-ablation targeted to DC, we found fewer newly developed Treg, and DC are known to express the IL-15Rα-chain (32). It remains to be investigated if the IL-2Rα and IL-15Rα chains are expressed by the same or by distinct DC and if these DC present the same repertoires of MHC/peptide complexes. Similarly, mTEC trans-presenting IL-15 *via* the IL-15Rα-chain (32) might favour differentiation of Treg specific for ligands expressed by these stromal cells. It was indeed shown that radioresistant stromal cells play an important role in the trans-presentation of the IL-15 involved in Treg development (19). However, even if the abridged development of iNKT cells indicated reduced IL-15 production in our mice with an IL-15-deficiency targeted to TEC, we have not observed a reduction in Treg development. The precise stromal origin of the IL-15 involved in Treg development will therefore require further work.

A non-mutually exclusive explanation for the differences in TCR-repertoires expressed by Treg that had newly developed in wt, IL-2 or IL-15-deficient mice is related to the indirect effects of these cytokines. Both recirculating Treg and iNKT cells (and potentially other cell-types), the presence of which is controlled by IL-2 and IL-15, respectively, appear to modulate Treg development in the thymus (28, 73), and these cells may also modulate selection of the TCR-repertoire, *e.g*. through affecting thymic stromal cells. This postulate would imply that also the TCR-repertoires of Tconv developing in wt vs. *Il2°* vs.*Il15°* animals may be distinct. Assessing these possibilities will require analysis of TCR-repertoires expressed by Tconv and Treg developing in mice lacking recirculating Treg and iNKT cells.

Treg developing in absence of IL-2 or IL-15 therefore are phenotypically (and potentially functionally) distinct and they express distinct TCR-repertoires. We postulated that these cells may have distinct capacities to prevent (auto)immune pathology *in vivo*. To distinguish between roles of these cytokines in the thymus vs. the periphery, we transferred Treg isolated from wt, IL-2 or IL-15-deficient thymi into *Foxp3^sf^* hosts sufficient for these cytokines. Upon transfer into neonatal *scurfy* mice, newly developed thymic Treg from wt, *Il2°* and *Il15°* mice equally efficiently reconstituted adoptive hosts. However, Treg from *Il2°* mice less efficiently inhibited IFN-γ and IL-13 production by CD4 T cells than wt Treg. Consistent with their reduced capacity to inhibit production of a Th2 cytokine, they also less efficiently inhibited serum accumulation of antibodies of IgG1 isotype. Treg from *Il15°* mice had a slightly lower capacity to inhibit formation of autoantibodies to pancreas and liver. However, we did not observe differences in the capacity of newly developed Treg from wt, *Il2°* and *Il15°* mice to prevent the histological lesions observed in Treg-deficient *Foxp3^sf^* mice. These results indicate that IL-2 (and potentially IL-15) plays a qualitative role in the intrathymic development of Treg, a role that cannot be replaced by exposure to this cytokine in the periphery. Redundancy of Treg with distinct antigen-specificities and/or effector-functions may explain the modest nature of the defects we observed.

The reduced capacity of Treg from IL-2-deficient mice to inhibit cytokine production by T cells *in vivo* may be due to reduced stability of Foxp3-expression by these cells. In absence of IL-2, Treg precursors failed to express high levels of CD25. Komatsu and colleagues showed that CD25^−^ Treg have a less stable phenotype than CD25^+^ Treg: They lose Foxp3-expression and suppressive activity, and even acquire the capacity to produce IL-2, IFN-γ, IL-4, and IL-17 (65). Taken together, these two observations suggest that, upon adoptive transfer into IL-2-sufficient mice, (CD25^−^) thymic Treg from IL-2-deficient animals will have a defect in Foxp3-stability and therefore less efficiently control T cell-activation *in vivo*. Extensive (*e.g.* single cell transcriptomic) analysis of the similarity of the CD25^−/low^ Treg-populations developing in wt vs. *Il2*° mice and assessment of their differentiation upon adoptive transfer into neonatal *Foxp3^sf^* mice will be required to assess this hypothesis. Whatever the precise explanation, IL-2 in the thymus and in the periphery apparently has non redundant effects on Treg.

The data presented here indicate a more complex role for the cytokines IL-2 and IL-15 in the intrathymic differentiation of Treg than what was previously appreciated. Rather than only quantitatively controlling this process, they appear to also qualitatively do so by guiding differentiation of Treg with distinct phenotypes and by shaping the antigen-specificity of Treg emerging from the thymus. This is, in part, potentially due to the distinct thymic cell-types known to produce and to respond to these cytokines. The relative availability of IL-2 and IL-15 in the thymus may change during life. We thus previously described that Treg recirculating from the periphery back to the thymus limit the availability of IL-2 and thus inhibit Treg development (28). It will now be important to assess how such potential changes influence the development of Treg in the thymus and the immunosuppressive activity of these cells in the periphery.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE153484.

## Ethics statement

The animal study was reviewed and approved by the "Comité d’éthique en matière d’expérimentation animale” UMS006 CEEA-122, authorisation number APAFIS#4151-201602171 0481496.v6.

## Author contributions

Conceptualization: CA, OJ, PR, and JM. Methodology: SC and CD. Formal analysis: AG-A and BH. Investigation: CA, NM, SC, CD, HM, JS. Mouse model: BM. Resources: SF, GH, SZ. Writing – original draft: CA, JM; Writing – review & editing: OJ. Supervision: JM. All authors contributed to the article and approved the submitted version.

## Funding

This work was financially supported by the Fondation pour la Recherche Médicale (to JvM, DEQ20160334920); the IdEx Toulouse (to PR); the Région Midi Pyrénées (to JvM, 15/06/ 12.05); the Agence Nationale pour la Recherche (to PR, ANR-16-CE15-0015-01), and the Fondation ARC pour la Recherche sur le Cancer (to CA, DOC20180507201). Il2fl knock-in mice were generated by the Centre d’Immunophénomique (CIPHE, Marseille, France). CIPHE is supported by the Investissement d’Avenir program PHENOMIN (French National Infrastructure for Mouse Phenogenomics; ANR-10-INBS-07 to BM).

## Acknowledgements

We thank Adrian Liston and Pamela Fink for providing *Rag-Gfp Foxp3-Thy1^a^* mutant mice and the NIH tetramer-facility for MOG (35–55)/I-A^b^ tetramers. We are very grateful to the following persons for excellent technical assistance: Fatima L’Faqihi, Valérie Duplan-Eche, Anne-Laure Iscache, Lidia De la Fuente, Paul Menu of the INFINITy Cytometry platform; Adrien Castinel of the GeT-PlaGE Genotoul; and the personnel of the Inserm US006 ANEXPLO/Creffre animal and experimental histopathology facilities. We thank F. Fiore for supervising the construction of the *Il2^fl^* mice and the members of the ‘Integrative T cell Immunobiology team’ and Sylvie Guerder for discussions and input in the project. JPMvM is grateful to the staff of the Biochemistry Institute of the Lausanne University, Epalinges, Switzerland, for its hospitality. CA, AGA, SC, NM, JS, OJ, and JvM dedicate this work to the memory of their late, much respected and regretted colleague PR.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: IL-2 and IL-15 drive intrathymic development of distinct periphery-seeding CD4+Foxp3+ regulatory T lymphocytes
**Source:** Front Immunol. 2022 Sep 8;13:965303. doi: 10.3389/fimmu.2022.965303
**Supplement:** Supplementary file 1

## **Supplementary Information**

- **Supplementary figures**

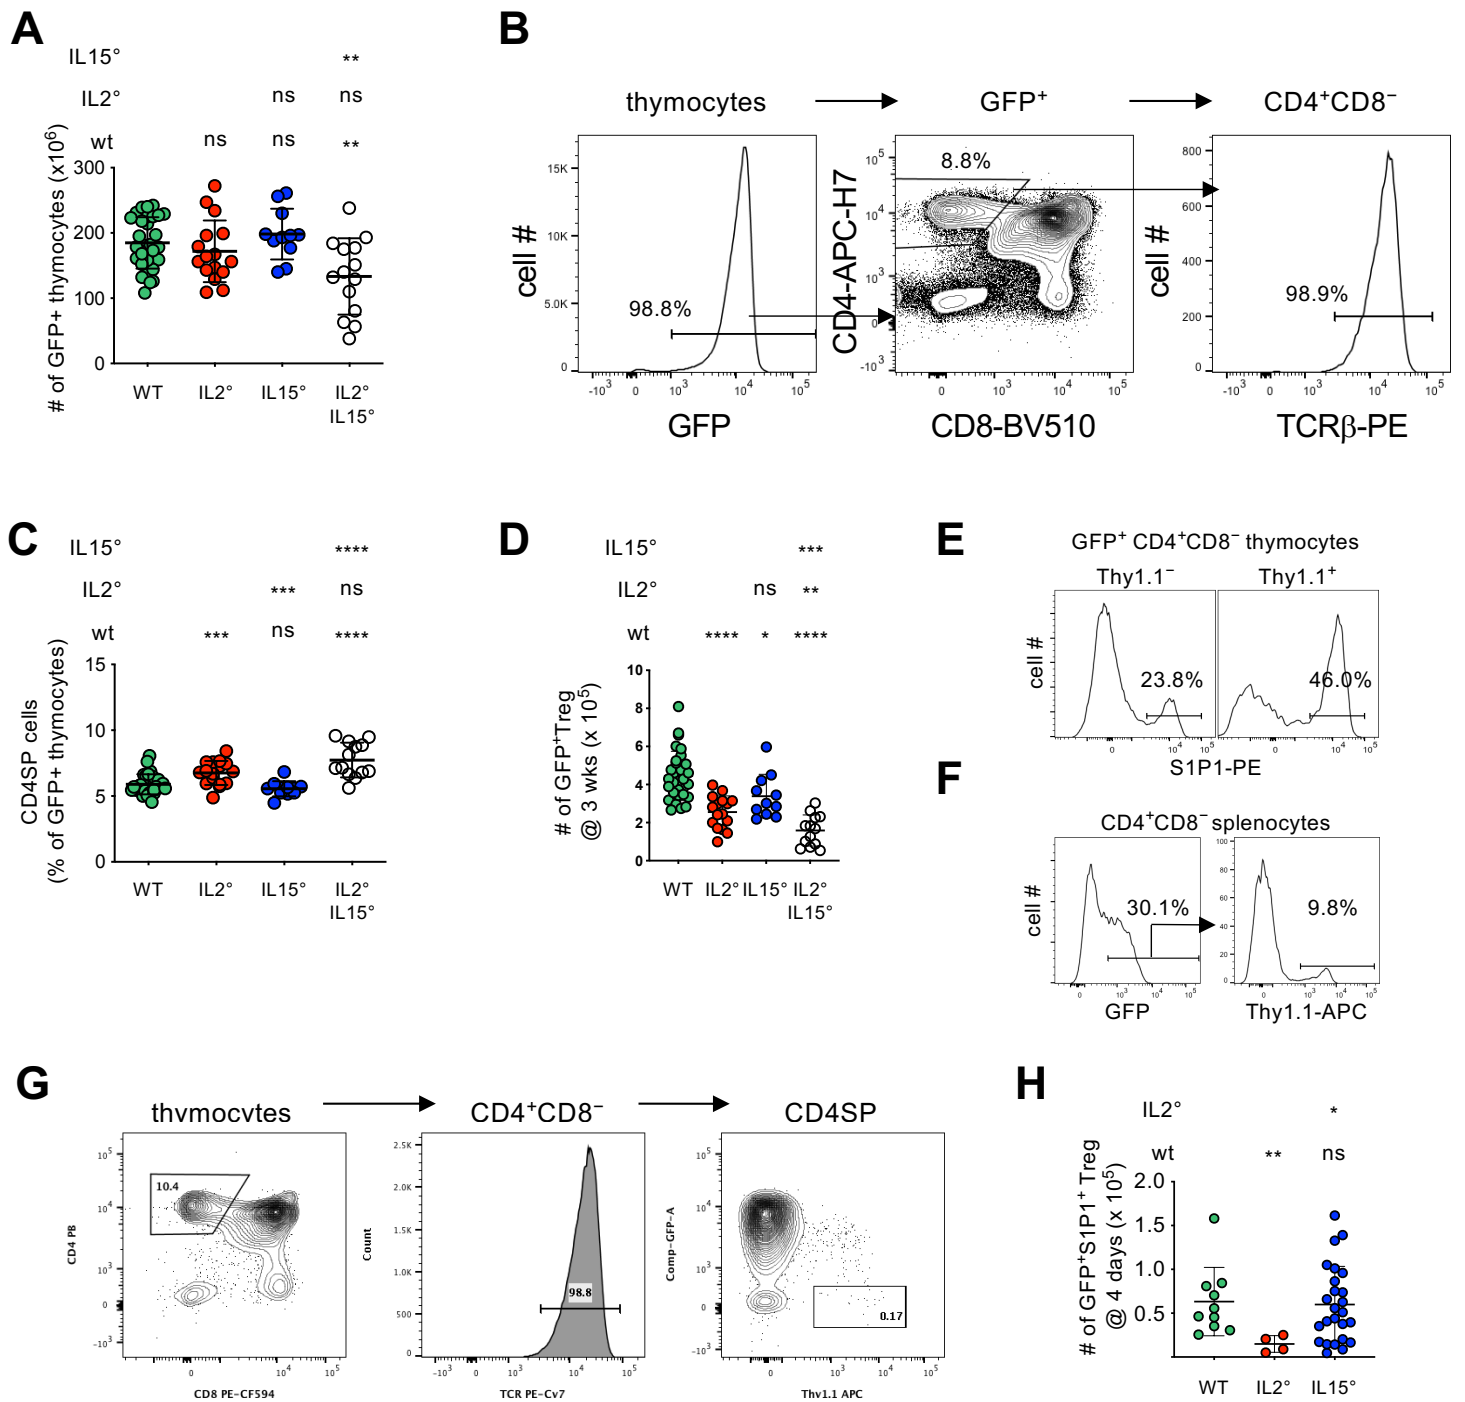

**Fig. S1. Treg development in the thymus of wt, IL-2°, IL-15°, and IL-2°IL-15° mice.** (A) Absolute numbers of GFP<sup>+</sup> thymocytes recovered from indicated *Rag2-Gfp Foxp3-Thy1<sup>a</sup>* mice. (B) Thymocytes from three week-old *Rag2-Gfp Foxp3-Thy1<sup>a</sup>* mice were stained with fluorescent antibodies against indicated markers and analyzed by flow cytometry. Subsequent gates allowed electronic selection of live cells (FCS/SSC, not shown), exclusion of doublets (FSC-W/FSC-H, SSC-W/SSC-A, not shown), selection of newly developed (GFP<sup>+</sup>), CD4<sup>+</sup>CD8<sup>-</sup>, and TCRβ<sup>high</sup> “CD4SP” cells. Thy1.1 expression on thus gated CD4SP thymocytes is shown in Fig. 1A. (C) Percentages of CD4SP cells among newly developed thymocytes. (D) Absolute numbers of newly developed Treg per thymus. Gating strategy used to (E) identify S1P1<sup>+</sup> thymic CD4<sup>+</sup>CD8<sup>-</sup> GFP<sup>+</sup> Thy1.1<sup>+</sup> Treg and Thy1.1<sup>-</sup> Tconv and (F) quantify Treg among CD4<sup>+</sup>CD8<sup>-</sup> GFP<sup>+</sup> cells (RTE) in the spleen. (G) Gating strategy used to quantify recirculating (GFP<sup>-</sup>) Treg among CD4SP thymocytes. (H) Absolute numbers of newly developed thymus-egress-competent Treg in four-day-old mice. ns, not significant; \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001 (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values ± SD.

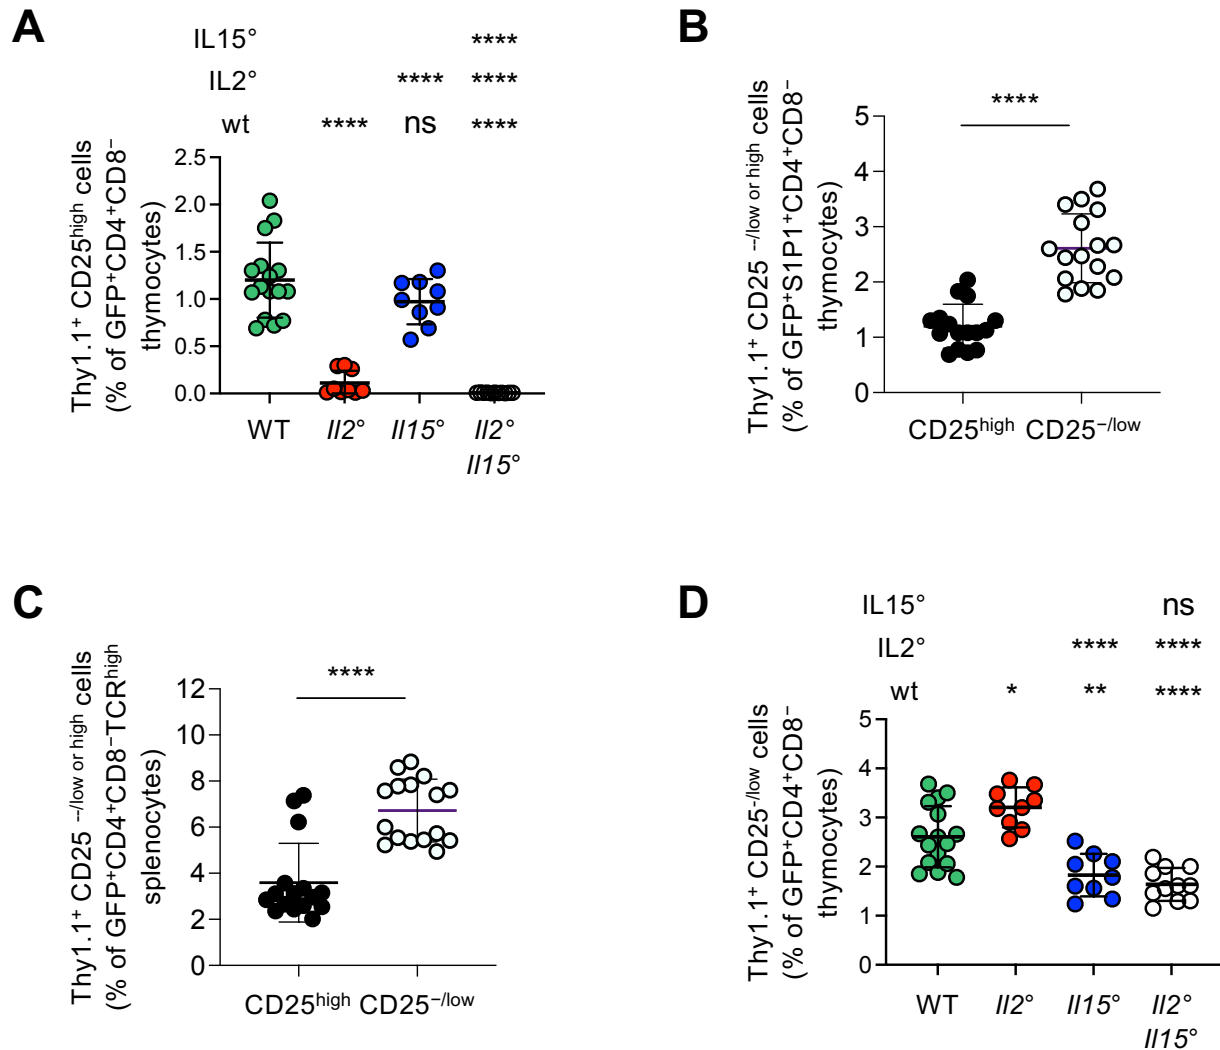

**Fig. S2. Expression of CD25 on thymic and splenic T cell populations.** Thymocytes or splenocytes (as indicated) from three-week-old *Rag2-Gfp Foxp3-Thy1<sup>a</sup>* (**A, D**) wt, *Il2*<sup>°</sup>, *Il15*<sup>°</sup>, and *Il2*<sup>°</sup>*Il15*<sup>°</sup> mice and (**B, C**) wt mice, were stained with fluorescent antibodies to indicated markers and analysed by flow cytometry. (**A**) Percentages of CD25<sup>high</sup> Treg among newly developed CD4<sup>+</sup>CD8<sup>-</sup> cells. Percentages of CD25<sup>high</sup> and CD25<sup>-/low</sup> Treg among (**B**) newly developed thymus-exit-competent CD4<sup>+</sup>CD8<sup>-</sup> thymocytes and (**C**) CD4<sup>+</sup>CD8<sup>-</sup>TCR<sup>high</sup> RTE splenocytes. (**D**) Percentages of CD25<sup>-/low</sup> Treg among newly developed CD4<sup>+</sup>CD8<sup>-</sup> thymocytes. ns, not significant; \*p < 0.05; \*\*p < 0.01; \*\*\*\*p < 0.0001 (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values ± SD.

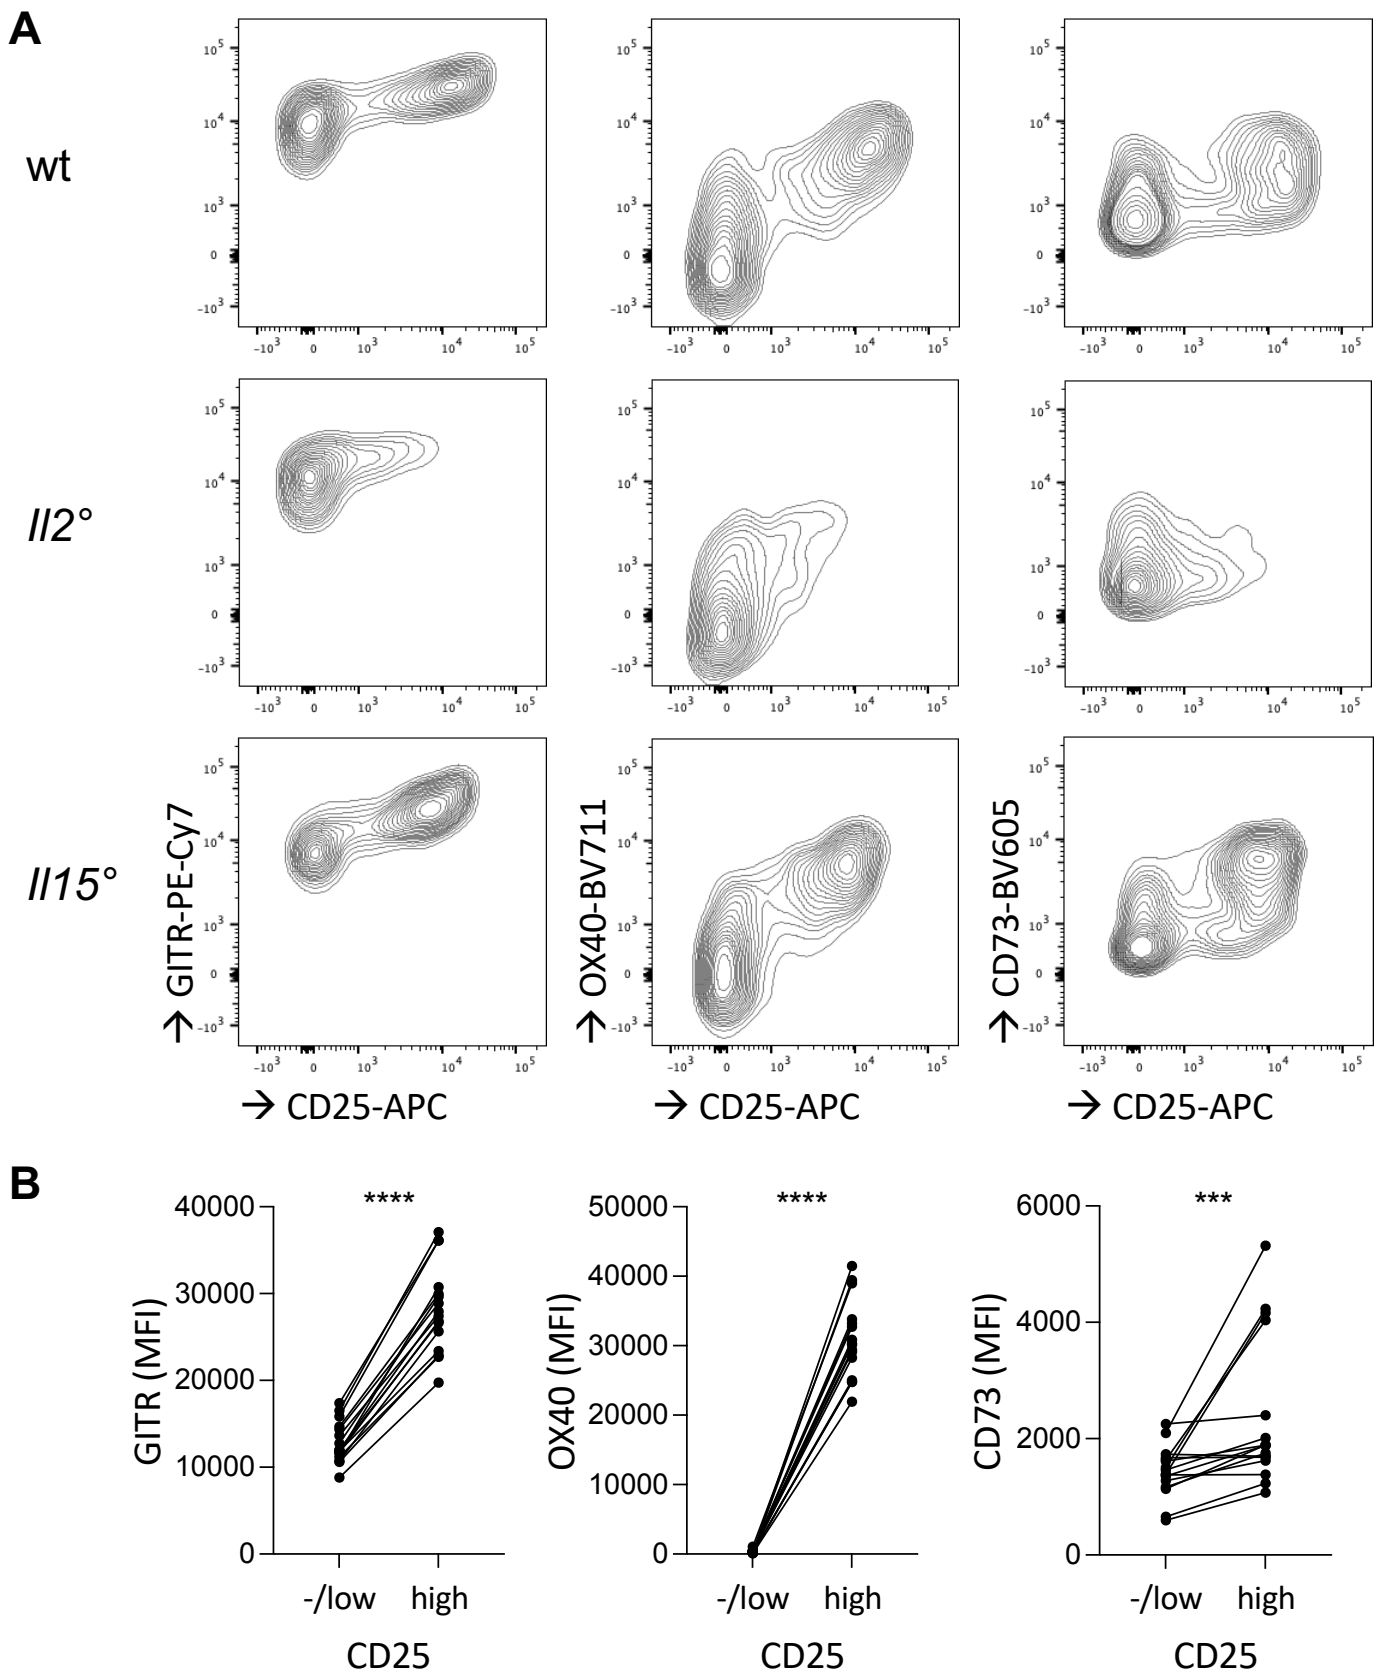

**Fig. S3. Expression of CD25 vs. GITR, OX40, and CD73 on newly developed Treg in thymi from wt,  $Il2^0$ , and  $Il15^0$  mice.** Thymocytes from three-week-old *Rag2-Gfp Foxp3-Thy1<sup>a</sup>* wt,  $Il2^0$  and  $Il15^0$  mice, as indicated, were stained with fluorescent antibodies to mentioned and indicated markers and analyzed by flow cytometry. Newly developed and thymus-egress-competent  $CD4^+CD8^-Thy1.1^+GFP^+S1P1^+$  Treg were electronically gated and expression of indicated markers depicted. **(A)** Contours plots of indicated markers (depicted are a typical example out of 16 wt, 9  $Il2^0$ , and 9  $Il15^0$  animals analyzed). **(B)** MFI of indicated markers on  $CD25^{-/low}$  vs.  $CD25^{high}$  Treg in wt animals. Data are paired per animal. \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , Wilcoxon matched pairs signed rank test.

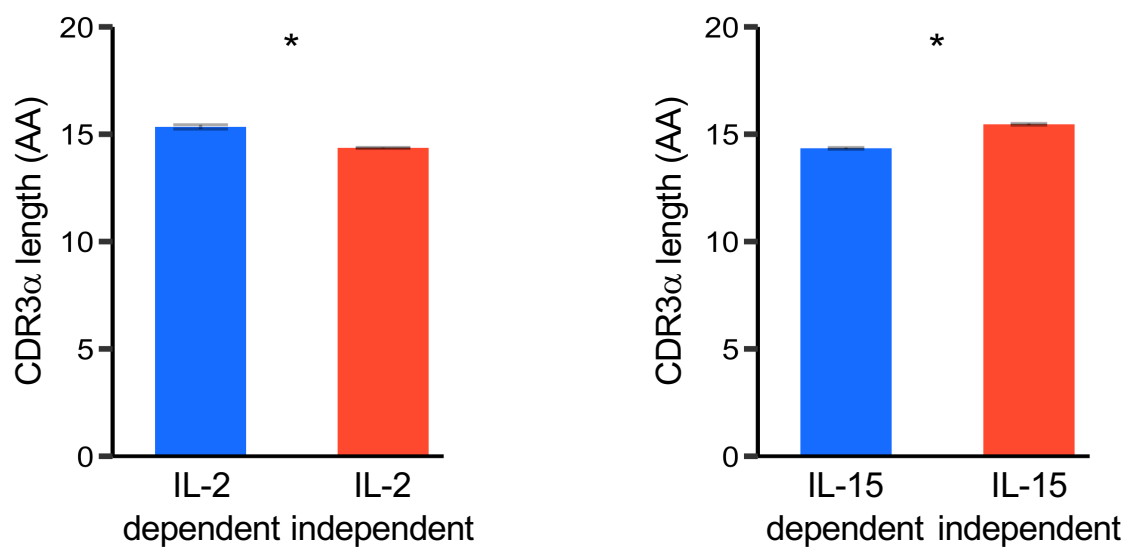

**Fig. S4. Average CDR3-lengths of IL-2 or IL-15 dependent vs. independent TCRs.** TCRseq data obtained as in Fig. 3C-H were processed as described in the Materials and Methods section. TCR $\alpha$  found in all four replicates per genotype were identified for wt and for mutant mice (*i.e.* “public repertoires”). Public TCR $\alpha$  found in Treg from wt but not IL-2 $^{\circ}$  mice are “IL-2 dependent”, those found in wt and in IL-2 $^{\circ}$  Treg are “IL-2 independent”. *Idem dito* for wt vs. IL-15 $^{\circ}$ . CDR3 $\alpha$  lengths (expressed in amino acids, AA) of these TCRs in wt animals were determined. Depicted are the average lengths  $\pm$  SD, n=4, \*p<0.05 (Mann-Whitney test).

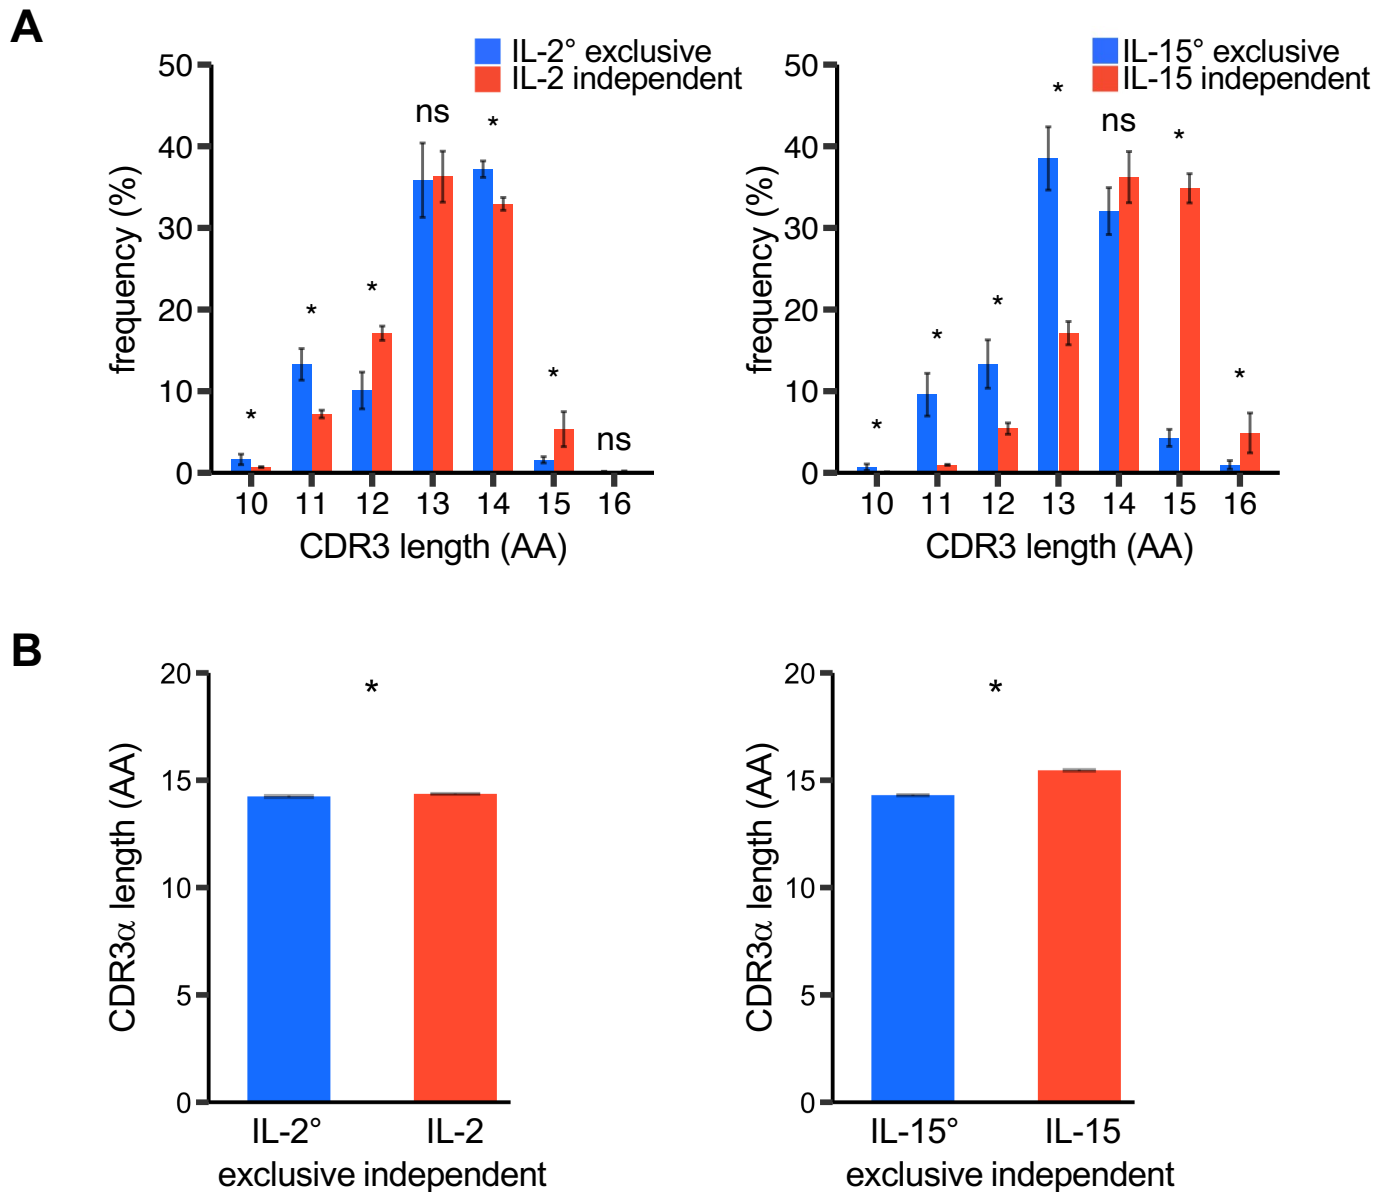

**Fig. S5. CDR3-lengths of TCR $\alpha$  found expressed by IL-2° or IL-15° Treg but not by wt Treg.**

TCRseq data obtained as in Fig. 3C-H were processed as described in the Materials and Methods section. TCR $\alpha$  found in all four replicates per genotype were identified for wt and for mutant mice (*i.e.* “public repertoires”). Public TCRs found in Treg from IL-2° but not wt mice are “IL-2° exclusive”, those found in wt and in IL-2° Treg are “IL-2 independent”. *Idem dito* for wt vs. IL-15°. CDR3 $\alpha$  lengths (expressed in amino acids, AA) of these TCR $\alpha$  in IL-2° or IL-15° animals were determined. Depicted are (A) the CDR3 $\alpha$ -length distribution and (B) the average lengths  $\pm$  SD, n=4. ns, not significant; \*p<0.05 (Mann-Whitney test).

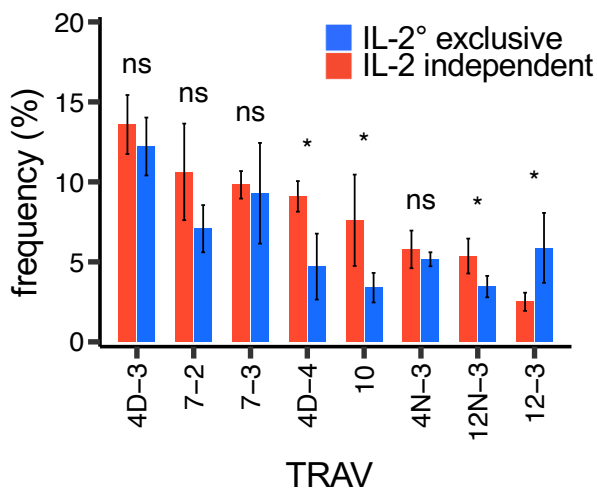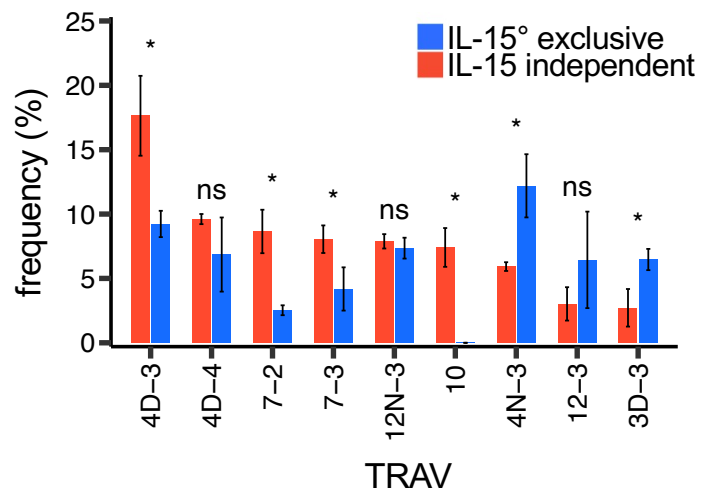

**Fig. S6. TRAV-usage by TCRs found expressed by IL-2° or IL-15° Treg but not by wt Treg.**

TCRseq data obtained as in Fig. 3C-H were processed as described in the Materials and Methods section. TCR $\alpha$  found in all four replicates per genotype were identified for wt and for mutant mice (*i.e.* “public repertoires”). Public TCRs found in Treg from IL-2° but not wt mice are “IL-2° exclusive”, those found in wt and in IL-2° Treg are “IL-2 independent”. *Idem dito* for wt vs. IL-15°. TRAV-usages by these TCR $\alpha$  in IL-2° or IL-15° animals were determined. Depicted is the average representation of TRAVs observed at a frequency of  $\geq 5\%$  in at least one of the two groups  $\pm$  SD,  $n=4$ . ns, not significant; \* $p<0.05$  (Mann-Whitney test).

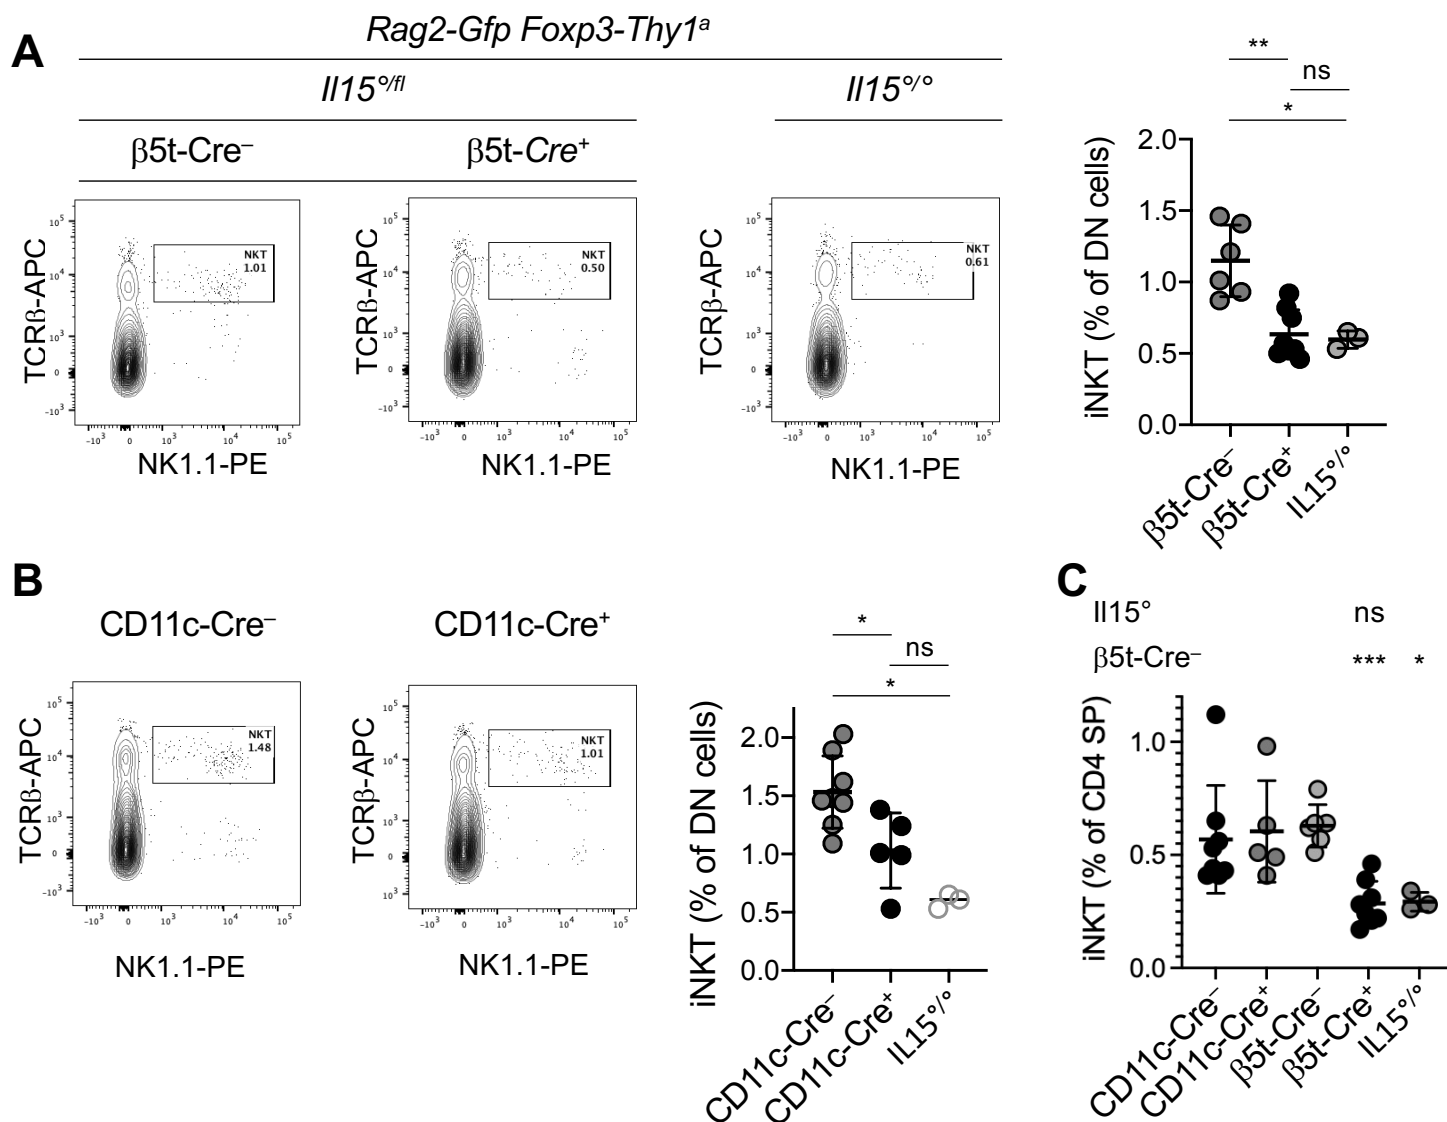

**Fig. S7. iNKT cell-development in conditionally IL-15-deficient mice. (A-C)** Thymocytes from three-week-old *Rag2-Gfp Foxp3-Thy1<sup>a</sup>* *Il15<sup>o/o</sup>* or *Il15<sup>o/o</sup>* mice (as indicated) expressing (or not) the indicated Cre-transgenes were stained with fluorescent antibodies to CD4, CD8, TCR $\beta$ , and NK1.1 and analyzed by flow cytometry. **(A, B)** Typical NK1.1 vs. TCR $\beta$  patterns of CD4-CD8<sup>-</sup> thymocytes (left panels) and thus found percentages of iNKT cells (gated as in left hand panels) among CD4-CD8<sup>-</sup> (DN) cells. **(C)** Percentages of iNKT cells among CD4<sup>+</sup>CD8<sup>-</sup>TCR $\beta^{\text{high}}$  (CD4SP) thymocytes. ns, not significant; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Mann-Whitney test). Dots indicate individual mice. Bars indicate mean values  $\pm$  SD.

Treg:

w/o

wt

IL2°

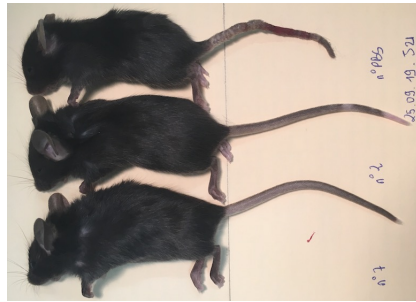

Treg:

w/o

IL15°

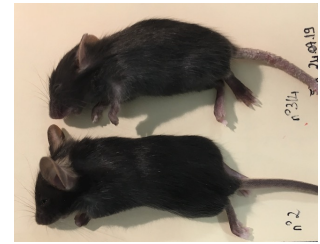

w/o

wt

IL-2°

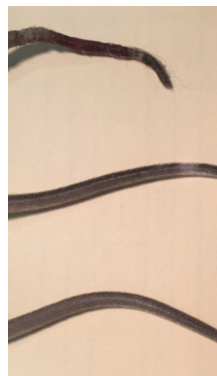

w/o

IL-15°

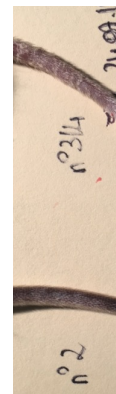

w/o

wt

IL-2°

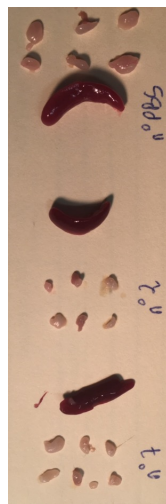

w/o

IL-15°

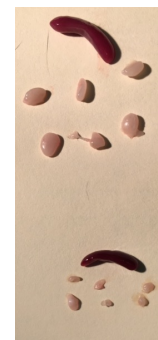

**Fig. S8. Macroscopic analysis of tail and lymphoid organs of *Foxp3<sup>sf</sup>* mice reconstituted with Tregs.** *Foxp3<sup>sf</sup>* mice were i.v. injected at birth with newly developed thymic Tregs sorted from three-week-old wt, *IL2°* or *IL15°* mice (or with PBS as control). At three weeks of age, mice were euthanised and analysed. Photos were taken to compare hunched aspect and reduced growth (top), aspect of the tail (skin desquamation, lesions)(middle) and lymphoid organs (lymphnode-pairs, from the left to the right: axial, brachial and inguinal, spleens)(bottom).

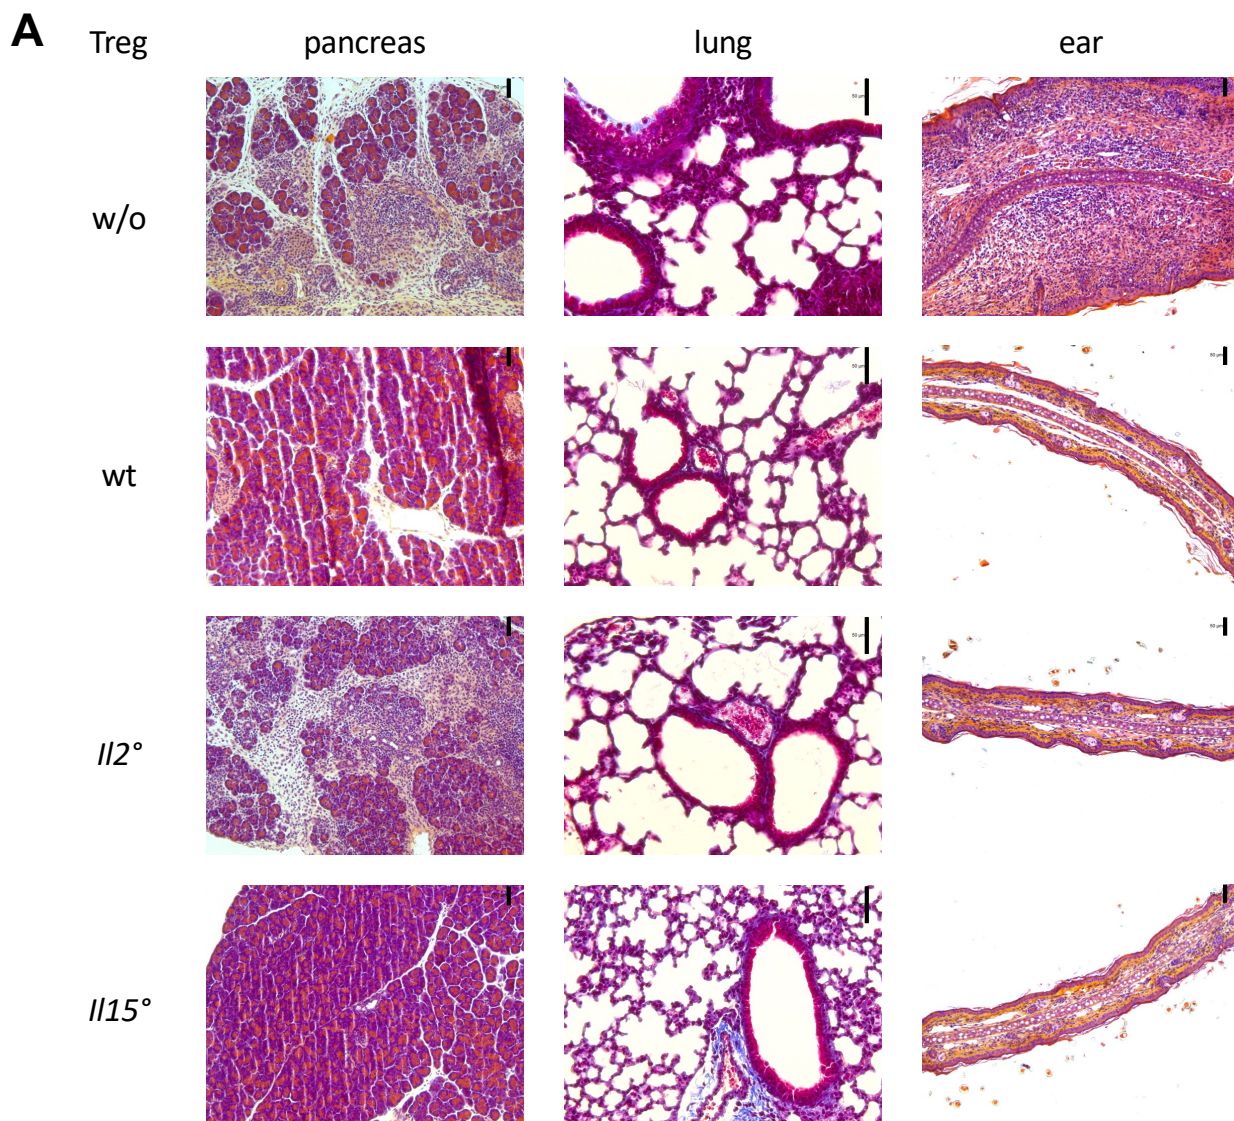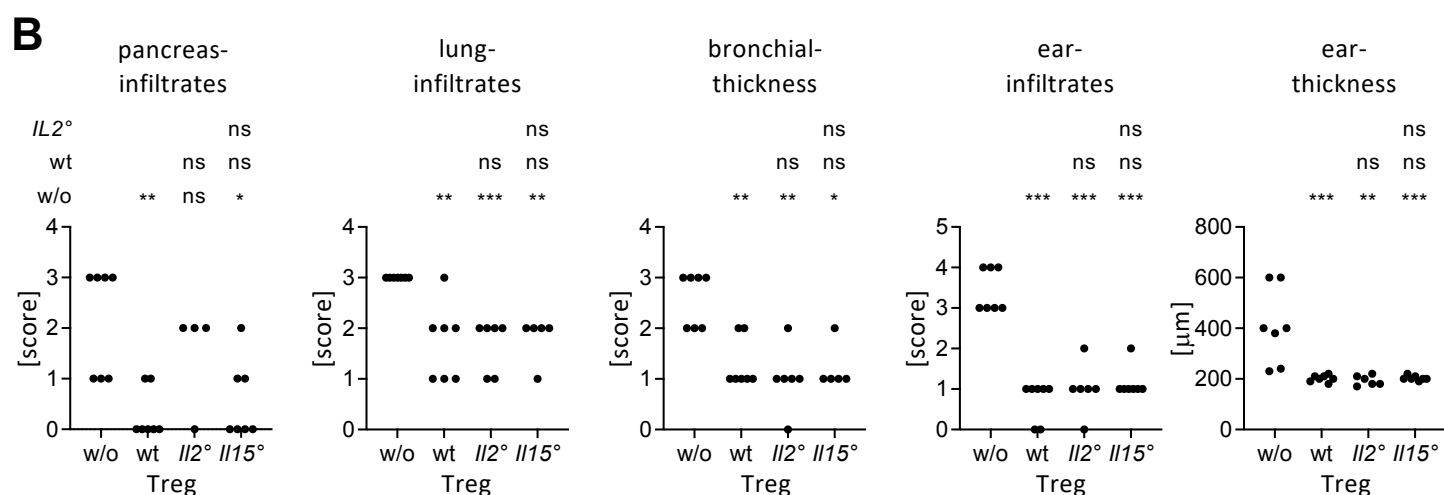

**Fig. S9. Histological analysis of organs from *Foxp3<sup>sf</sup>* mice neonatally reconstituted with newly developed Tregs from wt, *Il2*<sup>°</sup>, or *Il15*<sup>°</sup> thymi. (A) *Foxp3<sup>sf</sup>* mice were i.v.-injected at birth with newly developed thymic Tregs from three-week-old wt, *Il2*<sup>°</sup> or *Il15*<sup>°</sup> mice (or with PBS as control). At three weeks of age, mice were euthanised, organs removed, tissue sections H/E stained and analysed by microscopy. Size bars, 50  $\mu$ m. (B) Attributed scores of indicated symptoms and thickness of ears. ns, not significant; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Mann-Whitney test)**

How the deposited data were processed for this re-analysis (not part of the article)

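TCRα repertoires were measured in newly developed Treg (CD4+CD8−Thy1.1+GFP+ thymocytes) sorted from 12 individual mice aged 3 weeks, 4 wt, 4 Il2° and 4 Il15°, with 100000 cells per mouse. The genotype and replicate number of each library came from the labels of the samples and were checked against the genotypes and group sizes in the paper. The replicate numbers are the same in the 3 genotypes but belong to different mice, and the paper's text does not pair them.

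The authors filtered the reads by quality, built a consensus sequence per UMI with pRESTO from UMIs with at least 2 reads, aligned and assembled clones with MiXCR, and converted the tables to the format of VDJtools. In the deposited tables the count of a clonotype is its number of UMIs, a whole number without normalization, and the deposited fraction is that count divided by the total of the library. The counts were used for all values here, and percentages were computed from them. The genome build and the versions of the V and J segment library behind the authors' alignment are not named in the paper's text. The error correction, the UMI consensus and the assembly of clones are already included in the tables and were not repeated.

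The tables held 199248 UMIs, between 7625 and 25980 per library, with 22578 clonotypes over the 12 libraries when a clonotype is the V segment, the CDR3 amino acid sequence and the J segment. Percentages of clonotypes carry 95% Wilson intervals, and the smallest share that a library can show was set at 3 UMIs of its total. A UMI stands for 1 molecule, and cells can give several molecules.

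Chao1 and the Shannon-Wiener diversity were computed per library from all clonotypes. The Morisita-Horn index was computed for each pair of libraries over clonotypes with at least 5 UMIs in a library. Public clonotypes are those present with at least 1 UMI in all 4 libraries of a genotype, and dependent, independent and exclusive sets follow from the public repertoires of wt and 1 mutant. CDR3 lengths and TRAV segments were weighted by UMIs within each library, in wt libraries for the dependent sets and in libraries of the mutant for the exclusive sets. Lengths at 1% or more and TRAV segments at 5% or more of either set were tested. Groups of 4 libraries were compared with exact 2-sided Mann-Whitney tests, after the paper, whose smallest p is 0.0286. Similarity within against between genotypes and the difference of public repertoires were tested by exact 1-sided permutation over the 35 splits of 8 libraries into 4 and 4. UMI counts of single clonotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over clonotypes with at least 5 UMIs in at least 4 of the 8 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper names LIMMA and a threshold for Fig. 3E without its other settings, and limma was run on log2(percent of UMIs + 0.01) as an alternative.

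The TRAV segments named are those labelled in Fig. 3H or Fig. S6, and the clonotypes named are the 3 with the highest mean share over the wt libraries and, for each mutant, the 3 with the largest log2 fold change among those past the edgeR threshold without overlap between the groups, of which there were none. Segments and clonotypes named beyond this rule, all of them in the closing section, were chosen after their values were seen. Positions come from GENCODE M21 (GRCm38) by segment name, in which 92 of the 105 TRAV names of the tables were found, covering 95.9% of the UMIs.

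The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Chao1, the permutation test of similarity, the public and lacking sets, the difference in CDR3 length and edgeR were tested on simulated data. For 5000 simulated clonotypes with equal shares, Chao1 gave a mean of 4990 with a range from 4944 to 5024. Clonotypes of the real libraries have unequal shares, a case that this simulation did not cover. The permutation test of similarity gave a p under 0.05 in 100 of 100 comparisons of different clonotype pools and in 2 of 100 comparisons within 1 pool. All 400 simulated public and 200 lacking clonotypes were recovered, as was a simulated difference in CDR3 length of 1 amino acid. For 4-fold changes in 200 clonotypes, edgeR recovered 99 among the 464 clonotypes simulated after Il2° against wt, with 1 false call among 264 unchanged, and 42 among the 478 simulated after Il15° against wt, with 2 false calls among 278.

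The alternatives covered the definition of a clonotype, the depth (all libraries downsampled to 7625 UMIs, mean of 20 draws), the UMI minimum for the Morisita-Horn index and for presence, public clonotypes in at least 3 of 4 libraries, absence from every library as the meaning of lacking, in-frame clonotypes alone, each clonotype counted once, DESeq2, limma and other filters for single clonotypes, Benjamini-Hochberg adjustment over lengths and segments, the replicate number as a block, and each library left out in turn. All 12 libraries were used. Experiments of the paper other than the TCRα repertoires were not analysed here.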

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

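The tests in this part were chosen after the results were seen, except those of the depth of Il15° replicate 3 and of TRAV11 with TRAJ18. Over 182 groups of 4 libraries, 12 held a library whose gap to the nearest of the others exceeded, as a part of the range of the group, Dixon's 95% critical value for 4 values. About 1 in 20 groups, or 9.1, would do so by chance.

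The wt replicate 3 library held TRAV4D-3 for 21.7% of its UMIs, against 17.9% to 18.4% in the other wt libraries. It was also the highest wt library for TRAV4D-3 among IL-15-dependent clonotypes (25.7% against 21.5% to 22.2%), for TRAV4D-3 among IL-15-independent clonotypes (24.1% against 18.8% to 19.7%), for TRAV4N-3 among IL-15-dependent clonotypes (9.69% against 8.93% to 9.06%) and for the clonotype TRAV4D-3 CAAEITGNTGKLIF TRAJ37 (1.76% against 0.924% to 1.03%). These values are not independent of each other. Counting error was set against the share of TRAV4D-3, and the lower bound of its 95% Wilson interval, 21.1%, was above the other wt libraries. This interval takes UMIs as independent and leaves out the variation between mice and between cells. Without that abundant clonotype the gap was still 0.851 of the range, above the critical value. The 1 abundant clonotype does not account for the gap. The higher share cannot be told apart from counting error over cells, variation between mice and a chance deviation among the 182 groups, and no biological explanation was tested, since the design gives none within a genotype.

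In Il15° replicate 3, 746 clonotypes had at least 5 UMIs, against 950 to 968 in the other Il15° libraries. This library had the fewest UMIs of its genotype, 10751. With all libraries at equal depth, it had the most such clonotypes, 546.7 against 305, 426 and 297, and the gap was 0.482 of the range, under the critical value. The low number is consistent with the depth of the library. No biological explanation was tested.

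A further 6 values stood apart from the other libraries of their group and were not tested further. In wt replicate 2, 16.8% of the UMIs of IL-2-dependent clonotypes had a CDR3 of 12 amino acids, against 14.8% to 15.0%. The mean CDR3 length of IL-15-independent clonotypes was 13.18 in wt replicate 1 against 13.14 in the others, and that of Il2°-exclusive clonotypes was 13.07 in Il2° replicate 2 against 12.97 to 12.98. In Il2° replicate 1, Il2°-exclusive clonotypes used TRAV12-3 for 9.12% of UMIs against 4.36% to 5.07%. In Il15° replicate 3, IL-15-independent clonotypes had 6.48% of UMIs at 15 amino acids against 3.52% to 3.97%, and 9.02% with TRAV4D-4 against 9.76% to 9.86%. Chance gives about as many such values over the groups examined, and no biological explanation was tested.

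Clonotypes out of frame or with a stop codon, which the paper does not discuss, held 8699 UMIs or 4.37% of all UMIs. Their share was 3.96% ± 0.51 in wt, 4.80% ± 0.73 in Il2° and 4.27% ± 0.47 in Il15° libraries (SD, n = 4), without a difference from wt (exact Mann-Whitney test, 2-sided, p = 0.2 and 0.686). If sequencing errors in frequent clonotypes made them, those with 1 UMI would lie near frequent functional clonotypes of the same V and J segment at least as often as functional ones do. Within 1 edit of one were 1.38% of them, against 10.2% of functional clonotypes with 1 UMI, but most belong to J segments that leave almost no functional clonotype to lie near. With the 4 TRAJ segments left out of whose UMIs over 90% were not functional, the percentages were 3.38% (24 of 710) and 10.2% (2123 of 20857), so that for the other segments such errors are not the main source by this test. A candidate explanation that remains is the placement of the end of the CDR3 for some J segments. TRAJ7, TRAJ44 and TRAJ47, of whose UMIs 99.3% or more were not functional, held 72.3% of these UMIs, with the same reading frame in at least 98.4% of them, while the other 41 TRAJ segments taken together had 1.25%. Among those 41, TRAJ25 had 100% of only 30 UMIs, TRAJ45 had 12.2%, TRAJ35 had 10.6% and TRAJ56 had 8.06%. Whether these 3 segments have a functional frame in the genome was not tested.

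TRAV1 with TRAJ33, the segments of an invariant TCRα chain that the paper does not discuss, was found with 61 UMIs over the wt libraries (5 to 28 per library), 53 over the Il2° libraries (6 to 19) and 5 over the Il15° libraries (0 to 3, all at or under the smallest number taken as detectable). The shares were 0.0698% ± 0.0355, 0.118% ± 0.091 and 0.00967% ± 0.0132 (SD, n = 4), and each Il15° library was lower than each wt library. The CDR3 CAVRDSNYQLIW made up 32 of the wt, 36 of the Il2° and 1 of the Il15° UMIs. Such a difference may arise by chance among many V-J pairs. Of 268 V-J pairs with at least 100 UMIs, which TRAV1 with TRAJ33 does not reach, 12 had no overlap between wt and Il15° (4.48%, against 2.86% by chance), and 8 of the 35 splits of these libraries gave as many, which does not bear on this pair itself. Among the 388 V-J pairs with at least the 66 UMIs that TRAV1 with TRAJ33 had in wt and Il15° together, 2 had no overlap and at least its ratio of mean shares, this pair included, and 5 of the 35 splits gave at least 1 such pair. A second explanation is that fewer cells with invariant chains were among the sorted cells of Il15° mice. TRAV11 with TRAJ18, another invariant pair, had 44, 17 and 29 UMIs in wt, Il2° and Il15°, and only 2 of 4 Il15° libraries were under every wt library, with 12, 15, 1 and 1 UMIs in the 4. This pair belongs to another kind of cell and has few UMIs, so it cannot exclude fewer cells with the TRAV1 and TRAJ33 chain. That explanation and a chance difference among the V-J pairs both remain.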

How the results depend on the processing

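The alternatives below were set before the data were examined, except the merging of V segment copies (D and N letters dropped from the names) and the combination of CDR3 nucleotides with downsampling, which were chosen after seeing the data. Apart from fits that left out a library, 150 recomputed values kept their direction and their side of the threshold or moved by less than their error, 53 moved by more, 13 reversed, 6 passed the threshold only under the alternative and 2 no longer passed it. Where a value changed, the cause was not tested.

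With all libraries downsampled to the smallest UMI total, the differences between Il2° and wt reversed to 549 for Chao1 and 28.6 for the Shannon-Wiener diversity, and with CDR3 nucleotides as well to 698 and 33.8. None of the differences in diversity passed 0.05 under any alternative. The Morisita-Horn difference between wt and Il2° passed under each alternative but the replicate block, which allows no p under 0.05, with values from 0.0448 to 0.0683. That between wt and Il15° passed under none. That between Il2° and Il15° no longer passed with all clonotypes (0.0305) or clonotypes with at least 2 UMIs (0.0284; exact permutation p = 0.0571 each, against 0.0226 to 0.125 over its alternatives).

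The difference between the public repertoires of wt and Il15° passed the threshold with CDR3 nucleotides (76.4%), downsampling (65.1%), presence at 2 UMIs (67.9%) and public clonotypes in 3 of 4 libraries (73.2%; exact permutation p = 0.0286 each), and that of wt and Il2° passed under none. With lacking taken as absence from every library, 5.86% of wt public clonotypes were lacking in Il2°, 12.5% in Il15°, 2.62% in both, 3.24% in Il2° only and 9.88% in Il15° only, and 0.907% of Il2° and 6.97% of Il15° public clonotypes were lacking in wt. With CDR3 amino acids alone the values were 50.7% in Il2°, 40.6% in both, and 27.2% of Il2° and 35.7% of Il15° public clonotypes lacking in wt. CDR3 nucleotides gave 63.5% in Il2°, 68.7% in Il15°, 53.6% in both, and 45.4% and 51.1% lacking in wt. At equal depth the values were 47.9% in Il2°, 54.6% in Il15°, 36.9% in both, and 40.7% of Il2° public clonotypes lacking in wt. Presence at 2 UMIs gave 28.8% of Il2° and 26.9% of Il15° public clonotypes lacking in wt, and public clonotypes in 3 of 4 libraries gave 40.5% and 53.0%.

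For single clonotypes, edgeR's 0 calls for Il2° against wt (43 unadjusted p under 0.05) became 2 with DESeq2 (54 unadjusted), 2 without a filter (406 unadjusted), 1 with V copies merged (62 unadjusted) and 50 over the union of the public repertoires, 13 higher and 37 lower in Il2°. The limma test, at an unadjusted p under 0.05, gave 184. For Il15° against wt the 0 calls (20 unadjusted) became 5 with DESeq2 (32 unadjusted), 127 over the union, 43 higher and 84 lower in Il15°, and 236 with limma. They stayed at 0 without a filter (743 unadjusted), with V copies merged (33) and with library totals in place of TMM (19), and for Il2° with library totals (48). The union is chosen by detection in the same libraries. The clonotypes called in the smaller sets are named here after their values were seen. For Il2°, TRAV4D-3 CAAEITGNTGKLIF TRAJ37 was lower in Il2° with DESeq2 (adjusted p = 0.00575), without a filter (adjusted p = 0.00488) and with V copies merged (adjusted p = 0.0238). TRAV6D-7 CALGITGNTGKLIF TRAJ37 was higher with DESeq2, 0.169% ± 0.084 against 0.0217% ± 0.0202 in wt, and TRAV14N-1 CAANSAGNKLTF TRAJ17 was lower without a filter, from 0.0890% ± 0.113 in wt. The same CDR3 and J segment under the copy, TRAV14-1 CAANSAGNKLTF TRAJ17, went the other way, 0.382% ± 0.138 in Il2° against 0.215% ± 0.053 in wt (unadjusted p = 0.0211, adjusted p = 0.391 in edgeR), and with V copies merged this clonotype was not called. For Il15°, DESeq2 called TRAV12N-3 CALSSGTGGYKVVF TRAJ12, TRAV14-3 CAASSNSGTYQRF TRAJ13, TRAV14D-3/DV8 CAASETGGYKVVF TRAJ12 and TRAV6D-7 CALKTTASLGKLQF TRAJ24 higher and TRAV7-2 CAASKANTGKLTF TRAJ27 lower, with adjusted p from 0.00418 to 0.0485.

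The difference in mean CDR3 length of IL-2-dependent clonotypes reversed to -0.0169 at equal depth, -0.0320 with in-frame clonotypes alone and -0.00851 with V copies merged, kept its direction at 0.125 counted once and 0.115 with lacking as absence from every library (exact p = 0.0571), and passed under no alternative. That of IL-15-dependent clonotypes reversed to 0.0115 with each clonotype counted once. For Il2°-exclusive clonotypes it reversed to 0.000387 counted once, 0.547 with lacking as absence from every library (exact Mann-Whitney p = 0.0286) and 0.0425 with V copies merged, and passed at equal depth (-0.110, exact p = 0.0286). For Il15°-exclusive clonotypes it passed with lacking as absence from every library (0.400, exact p = 0.0286) and reversed to -0.0316 at equal depth and -0.0369 with in-frame clonotypes. Counted once, 0 lengths differed in any of the 4 comparisons in Fisher's exact test, and after Benjamini-Hochberg adjustment 0 of the 2 lengths each of the IL-2, IL-15 and Il15° comparisons, while 4 still passed for Il2°. With lacking as absence from every library, 4 lengths differed for IL-2, 6 for IL-15 and 5 for Il15°. For IL-2, 1 differed at equal depth and 1 with in-frame clonotypes. The 6 TRAV segments of the IL-2 comparison became 3 with lacking as absence. The 4 of the IL-15 comparison became 0 counted once, 1 with V copies merged and 0 after adjustment. For Il2°-exclusive clonotypes the 4 became 0 counted once, 11 with lacking as absence and 0 after adjustment, and for Il15°-exclusive clonotypes the 6 became 1 counted once and 11 with lacking as absence. With lacking as absence from every library the sets are small, with 38 IL-2-dependent, 81 IL-15-dependent, 4 Il2°-exclusive and 29 Il15°-exclusive clonotypes, and the 4 sequences measured in the same mice show no stability of the Il2°-exclusive results.

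Each library was also left out in turn, with 3 mice against 4 in the comparisons between genotypes. Over these fits the Chao1 differences ranged from -1291 to 356 for Il2° against wt, from -1657 to 83.6 for Il15° against wt and from -1252 to 457 for Il15° against Il2°, and those of the Shannon-Wiener diversity from -316 to 54.3, -743 to -375 and -609 to -247. The Morisita-Horn differences ranged from 0.0592 to 0.0790 for wt and Il2°, from -0.00484 to 0.0285 for wt and Il15° and from 0.0345 to 0.0650 for Il2° and Il15°. The lowest value for Il2° and Il15°, without Il2° replicate 4, no longer passed (exact permutation p = 0.0571). The public repertoires differed by 63.4% to 69.6% for wt and Il2° and by 67.2% to 75.1% for wt and Il15°. The exact permutation p ranged from 0.114 to 0.457 for wt and Il2°. For wt and Il15° it was 0.0286 without wt replicate 1 or Il15° replicate 2, and it rose to 0.257 without Il15° replicate 3. The share of wt public clonotypes lacking in Il2° ranged from 46.0% to 64.8%, in Il15° from 52.8% to 70.5%, in both from 37.5% to 56.1%, in Il2° only from 8.49% to 10.3% and in Il15° only from 13.6% to 16.8%. Of Il2° public clonotypes 25.4% to 53.1% and of Il15° ones 33.2% to 59.8% were lacking in wt. Single clonotypes past the edgeR threshold numbered 0 in all 8 fits of either mutant, with 22 to 48 at an unadjusted p under 0.05 for Il2° and 11 to 20 for Il15°. The differences in mean CDR3 length ranged from -0.0466 to 0.0519 for IL-2-dependent, -0.160 to -0.0869 for IL-15-dependent, -0.131 to -0.0389 for Il2°-exclusive and -0.104 to 0.0451 for Il15°-exclusive clonotypes. In the same order, 2 to 4, 2 to 3, 3 to 5 and 1 to 3 lengths and 5 to 6, 2 to 4, 3 to 4 and 5 to 6 TRAV segments differed. Of the values of these fits 168 kept direction and side or moved by less than their error, 40 moved by more, 16 reversed, 3 passed only there and 1 no longer passed. With 3 mice against 3 no exact p falls under 0.1, so lengths and segments were not counted where the mouse left out belonged to the genotype measured.

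Libraries with the same replicate number are different mice, and the deviations of clonotypes from their group means correlated at -0.0247 between same-numbered wt and Il2° libraries and at -0.0254 between wt and Il15°. With the replicate number as a replicate block, exact sign-flip tests gave p = 0.75, 0.875 and 0.875 for the 3 Chao1 differences and 0.625, 0.25 and 0.5 for those of the Shannon-Wiener diversity. Exact permutation within the replicate block gave 0.125, 0.25 and 0.125 for the Morisita-Horn differences of wt and Il2°, wt and Il15°, and Il2° and Il15°, and 0.25 and 0.125 for the public repertoires of wt with Il2° and with Il15°. The smallest p of these paired tests is 0.125. With the replicate number as a factor in edgeR, 0 clonotypes passed for either mutant, with 38 at an unadjusted p under 0.05 for Il2° and 17 for Il15°. Counts of lengths and TRAV segments have no value under the paired test, whose p cannot pass 0.05.

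The depth limits what absence from 1 library shows. A clonotype at the median share of the IL-2-dependent set, 0.0224% of a wt library, would be expected with 1.71 UMIs in the shallowest Il2° library. The meaning given to lacking moved the shares of public clonotypes further than equal depth did.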

Differences from the paper's values

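The paper's percentages of public clonotypes in the text and the remaining values read from its figures did not differ from the values here by the criteria used. The following 16 did. For the differences in mean CDR3 length among them, none of the alternatives set before the data were examined closed the gap. Percentages at single lengths under those alternatives are not given here.

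For the difference in mean CDR3 length between IL-2-dependent and IL-2-independent clonotypes, the paper's value is about 1.0 in Fig. S4, read by eye, and the value here was 0.0165 amino acids. Between IL-15-dependent and IL-15-independent clonotypes the paper's value is about -1.1 in Fig. S4, read by eye, against -0.107 here. Between Il15°-exclusive and IL-15-independent clonotypes it is about -1.2 in Fig. S5B, read by eye, against 0.00196 here.

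For IL-2-dependent clonotypes in Fig. 3G, read by eye, the paper's percentage is about 1 at 11 amino acids against 7.81 here, about 8 at 12 against 15.4, about 15 at 13 against 34.4, about 34 at 15 against 5.86 and about 6 at 16 against 1.04. For IL-15-independent clonotypes in Fig. 3G, read by eye, it is about 5 at 12 amino acids against 17.1 here, about 17 at 13 against 36.2, about 35 at 15 against 4.88 and about 5 at 16 against 0.185. For IL-15-independent clonotypes in Fig. S5A, read by eye, it is about 5 at 12 amino acids against 18.4 here, about 17 at 13 against 37.3, about 35 at 15 against 4.47 and about 5 at 16 against 0.147.

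With the lengths of these sets moved up by 1 residue, a setting chosen after seeing the values, IL-2-dependent clonotypes had 1.24% at 11, 7.81% at 12, 15.4% at 13, 34.1% at 15 and 5.86% at 16 amino acids, IL-15-independent clonotypes had 5.42% at 12, 17.1% at 13, 34.8% at 15 and 4.88% at 16 in wt and 5.51%, 18.4%, 33.0% and 4.47% in Il15°, which is close to the paper's percentages. With the same move, also chosen after seeing the values, the differences in mean length were 1.02 for IL-2, -1.11 for IL-15 and -0.998 for Il15°-exclusive clonotypes (exact Mann-Whitney test, 2-sided, p = 0.0286 each), and 5 of 6, 6 of 6 and 6 of 6 lengths differed with p under 0.05.

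Some marks of significance in the figures also differ. Fig. 3G marks each length from 10 to 16 except 14 as different between IL-2-dependent and IL-2-independent clonotypes, and here 10 and 16 differed. It marks all lengths for IL-15, and here 11 and 14 differed, as did 10 (0.463% against 0.973%) and 16 (0.835% against 0.185%; exact p = 0.0286 each), which held under 1% of both sets and are not counted as tested. Fig. S4 marks the mean lengths of both comparisons as different, and here those of IL-15 differed (exact Mann-Whitney p = 0.0286) and those of IL-2 did not (exact p = 0.886). Fig. S5B marks both comparisons, and here neither differed (exact p = 0.2 for Il2° and 1 for Il15°). Fig. S5A marks 10, 11, 12, 14 and 15 amino acids for Il2°, and here 11, 12, 14 and 15 differed. For Il15° it marks all lengths but 14, and here 11 and 12 differed, as did 16 (0.970% against 0.147%, exact p = 0.0286), also under 1% of both sets.

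Fig. 3E draws the clonotypes outside the public repertoire of the other genotype as not detected there and as differentially expressed. Here 38 of the 359 clonotypes lacking in Il2° and 81 of the 400 lacking in Il15° were detected in none of the libraries of that genotype, as were 4 of the 152 and 29 of the 168 lacking in wt. The limma test gave an unadjusted p under 0.05 for 106 of the 359, 151 of the 400, 48 of the 152 and 67 of the 168.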

Other observations

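The tests in this part were chosen after the results were seen, except the draws from 1 pool, detection at equal depth, the V-J pairs at equal depth and without TRAV4D-3 and TRAV4N-3, and, for TRAV4D-3, abundant clonotypes and the count of segments without overlap.

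The share of wt public clonotypes lacking in a mutant was examined for technical explanations. Rare clonotypes may be missed by sampling alone. When libraries were drawn at the real depths from 1 pool of clonotype shares, 100 of 100 draws gave at least the 55.4% lacking in Il2° (mean 57.6%) and 0 of 100 gave the 61.7% lacking in Il15° (mean 49.7%). The draws held on average 2182 and 2324 wt public clonotypes, however, against 648 in the data, so that the simulated pool did not resemble the libraries and the test was taken as open after this was seen. Differences between single mice whatever their genotype could also produce such shares. As many public clonotypes differed in 4 of the 35 splits of wt and Il2° libraries and in 2 of the 35 splits of wt and Il15° libraries, the split by genotype included. Another explanation is that 1 molecule appears under the names of different copies of a V segment. With the copies merged, 52.3% were lacking in Il2° and 60% in Il15°, both inside the intervals of the unmerged values, which start at 51.6% and 57.9%. These intervals do not measure how far a recomputation on the same libraries can move. Merging made 37 of the 359 IL-2-dependent and 27 of the 400 IL-15-dependent clonotypes public in the mutant, among them 11 of 30 and 8 of 31 with TRAV4N-3. Last, clonotypes found in 3 wt mice were looked up at equal depth in the wt library left out and in the mutants. The wt library missed 23.7% on average, Il2° libraries 29.3% and Il15° libraries 35.8%. The mutant libraries missed more in 4 of 4 ways to choose the 3 wt mice for Il2° and in 4 of 4 for Il15°, with 15 of 16 and 16 of 16 pairings of libraries in that direction, which share libraries and are not independent. Single Il2° libraries missed from 24.9% to 34.3% and single Il15° libraries from 24.7% to 47.0%, so that the Il15° mean covers a wide spread. Sampling of independent UMIs at equal depth from the same shares would not give this excess, although a part of the clonotypes is missed between wt mice as well. Cells can give several molecules, and equal numbers of UMIs do not exclude uneven sampling of cells, which was not tested. For Il2°, differences between single mice remain as an explanation of the difference between public repertoires, which at equal depth was 61.6% (exact permutation p = 0.143). For Il15° this depends on the setting, since only the split by genotype reached the difference at equal depth (65.1%), with CDR3 nucleotides (76.4%), with presence at 2 UMIs (67.9%) and with public clonotypes in 3 of 4 libraries (73.2%; exact permutation p = 0.0286 each). It also depends on single libraries, since with 1 library left out the exact permutation p ranged from 0.0286 to 0.257. A hypothesis is that some clonotypes are rarer in the mutants.

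For single clonotypes, splits that part all same-numbered libraries were compared. At the adjusted threshold the count by genotype is 0 for Il2° (43 with an unadjusted p under 0.05) and for Il15° (20 unadjusted), which any split reaches by definition, 8 of 8 here, so that this comparison says nothing. For an unadjusted p under 0.05, 1 of 8 splits reached the 43 clonotypes of Il2° against wt, the largest other being 26, and 1 of 8 reached the 20 of Il15° against wt, the largest other being 11. With 8 splits the share cannot fall under 0.05. Of the other 27 splits, which part fewer same-numbered libraries, 0 reached the 43, with 30 at most, and 1 reached the 20, with 22. Over all 35 splits, only the one by genotype reached the 43, which argues against variation between single mice as the source of that count. For the 20 of Il15°, 2 of the 35 splits reached it, the one by genotype included, and such variation remains open.

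The CDR3 length distributions of 6 sets drawn in Fig. 3G and Fig. S5A were compared with those here at displacements of -1, 0 and 1 residue. The independent sets drawn in Fig. S5A were not among them. A candidate explanation for the gaps in some sets is bars drawn from the shortest class of each set placed at the same first tick. In 6 of 6 sets the best displacement was 10 minus the shortest length of the set. The 2 sets drawn in Fig. 3G that were displaced by 1, IL-2-dependent and IL-15-independent, each held 1 clonotype of 9 amino acids, and the other 4 started at 10. How the figures were made was not tested.

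Over whole libraries, 33 of 262 V-J pairs with at least 100 UMIs had no overlap between wt and Il2° (12.6%, against 2.86% by chance), 23 lower and 10 higher in Il2°. Variation between single mice gave as many in 1 of the 35 splits, the one by genotype. Different depths of the libraries are a second explanation, and at equal depth the pairs without overlap numbered 22.4 on average against 13.4 in the largest other split, with 1 of 35 splits as large. Another is the share of TRAV4D-3 and TRAV4N-3, which made up 14 of the 33, all 14 lower in Il2°. With these segments left out and the shares recomputed over the remaining UMIs, 18 of 209 pairs had no overlap, the largest other split gave 22, and 2 of 35 splits reached 18. The count is therefore not explained by depth, and it may rest on the share of these segments. For Il15° against wt the pairs without overlap numbered 12 of 268, and 8 of 35 splits gave as many.

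TRAV4D-3 held 19.0% ± 1.8 of the UMIs of wt and 13.0% ± 1.7 of Il2° libraries (SD, n = 4; exact Mann-Whitney test, 2-sided, p = 0.0286; lower in 4 of 4 Il2° libraries than in every wt library). It was singled out after its values were seen. Molecules reported as the copy TRAV4N-3 could lower it, but the summed share, 27.3% ± 2.1 in wt and 19.6% ± 2.0 in Il2°, was also under every wt library in 4 of 4. Abundant clonotypes are another explanation. As a share of clonotypes, TRAV4D-3 was 14.7% ± 1.0 in wt and 12.6% ± 1.5 in Il2° (exact Mann-Whitney p = 0.0571), under every wt library in 3 of 4, so that abundant clonotypes remain as an explanation. Of 32 TRAV segments 2 had no overlap (6.25%, against 2.86% by chance), and 9 of the 35 splits gave as many, which does not bear on the size of this difference. A chance difference as large in any TRAV segment, 6.00 points without overlap, came up in 1 of the 35 splits, the one by genotype; as TRAV4D-3 is the commonest segment, this adds little to its own exact test. In Il15° libraries TRAV4D-3 held 17.2% ± 2.5 (exact Mann-Whitney p = 0.686 against wt). Whether the effects of the 2 genotypes differ was not tested.

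The same CDR3 nucleotides and TRAJ segment appeared under both TRAV4D-3 and TRAV4N-3 for 692 of 2653 sequences found in at least 2 libraries (26.1%). Segments with identical annotated transcripts may be assigned at random by the aligner. The highest of 43 pairs with different sequences shared 5.67%. The other identical pair, TRAV4D-4 and TRAV4N-4, cannot test this, since only 2 sequences carried the name TRAV4N-4, both of them also found under TRAV4D-4. Both names occurred in 1 library for 2 of the 692 sequences, as germline copies named by library would give, but also for only 7 of the 119 shared by TRAV4D-3 and TRAV4D-4, which differ. The shared names cannot be told apart from germline copies that the aligner cannot separate. No biological explanation was tested.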
